# Antimicrobial peptides modulate lung injury by altering the intestinal microbiota

**DOI:** 10.1186/s40168-023-01673-0

**Published:** 2023-10-16

**Authors:** Ahmed Abdelgawad, Teodora Nicola, Isaac Martin, Brian A. Halloran, Kosuke Tanaka, Comfort Y. Adegboye, Pankaj Jain, Changchun Ren, Charitharth V. Lal, Namasivayam Ambalavanan, Amy E. O’Connell, Tamás Jilling, Kent A. Willis

**Keywords:** Microbiome, Gut-lung axis, Chronic lung disease, Lysozyme, Neonatal lung injury, Neonate, Bronchopulmonary dysplasia, Post-prematurity lung disease

## Abstract

**Background:**

Mammalian mucosal barriers secrete antimicrobial peptides (AMPs) as critical, host-derived regulators of the microbiota. However, mechanisms that support microbiota homeostasis in response to inflammatory stimuli, such as supraphysiologic oxygen, remain unclear.

**Results:**

We show that supraphysiologic oxygen exposure to neonatal mice, or direct exposure of intestinal organoids to supraphysiologic oxygen, suppresses the intestinal expression of AMPs and alters intestinal microbiota composition. Oral supplementation of the prototypical AMP lysozyme to hyperoxia-exposed neonatal mice reduced hyperoxia-induced alterations in their microbiota and was associated with decreased lung injury.

**Conclusions:**

Our results identify a gut-lung axis driven by intestinal AMP expression and mediated by the intestinal microbiota that is linked to lung injury in newborns. Together, these data support that intestinal AMPs modulate lung injury and repair.

Video Abstract

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s40168-023-01673-0.

## Background

Fetal lung development is a tightly regulated process at low oxygen tension [1]. However, premature birth exposes the developing lung to far greater oxygen concentrations, which is usually compounded by the clinical use of supplemental oxygen and mechanical ventilation after birth [2]. The direct effects of supraphysiologic oxygen on the lungs are well described [3], but there is also evidence for concurrent systemic, non-pulmonary oxygen toxicity exemplified by retinopathy of prematurity [3]. However, the effect of supraphysiologic oxygen on the host-microbiota interface of the neonatal intestine remains unclear.

Antimicrobial peptides (AMPs) are an extensive class of proteins secreted across mucosal surfaces that have central roles in responding to inflammation and regulating the commensal microbiota [4]. In addition to antimicrobial properties, AMPs have anti-inflammatory, wound-healing, and tissue-protective effects [5]. In the newborn, intestinal and nasopharyngeal secretion of AMPs increases with age, potentially a necessary suppression to aid the establishment of a normal microbiota or to compensate for the intake of milk-derived AMPs [4]. Since AMP expression also increases in response to inflammation [5], supraphysiologic oxygen might disrupt initial microbial colonization.

While exploring the effects of hyperoxia exposure on the transcriptional landscape of the developing gut and lungs, we were intrigued by alterations in AMP production in the neonatal intestine associated with microbiota alterations. Here, we asked if hyperoxia-induced alterations in intestinal AMP expression could alter the composition of the intestinal microbiota, creating a feedback loop that modulates inflammation in the developing lung.

## Methods

### Experimental model details

#### Animals

Animal experimentation was performed at the University of Alabama at Birmingham under protocol IRB140926096. To broaden the translatability and reproducibility of the resulting experiments, we intentionally selected two similar, but not identical, mouse strains that we purchased from different animal vendors. We raised the mice in different vivaria to further vary their initial microbiomes. In the first experiment, we used 8-week-old female C57Bl/6 J mice (Stock Number 000664) purchased from the Jackson Laboratory (hence, JAX). We allowed them to acclimate in specific-pathogen-free (SPF) housing with 4 animals per cage on a 12-h light/dark cycle, at 20-24C, with ad libitum access to irradiated rodent chow (Teklad 7904, Envigo) in SPF Vivarium 1 (Pittman Biomedical Research Building II) for two weeks. Similarly, for the second experiment, we purchased C57Bl/6NCrl mice (Stock Number 027) from the Charles River Laboratory and acclimated them in SPF Vivarium 2 (Volker Hall) with the same diet for two weeks. Animal studies were performed in accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health, under protocol 22042, approved by the Institutional Animal Care and Use Committee at UAB. Animal experimentation is reported in accordance with the ARRIVE guidelines [6]. We utilized our established, standardized hyperoxia-exposure model of BPD [7, 8]. We time-mated the mice to produce multiple simultaneous birth cohorts with the same perinatal exposure. On the day of birth, pups from two consecutively born litters with the same perinatal exposure were pooled, and the pups were re-distributed evenly between the two dams. Litter sizes for all experiments were adjusted to 5–8 pups per treatment group to minimize nutritional effects on lung development, and the sex of the pups was evenly distributed between the two litters. One pooled litter was randomly assigned to hyperoxia [fraction of inspired oxygen (FiO_2_) 0.85]) and the other to air (FiO_2_ 0.21). Pups were exposed continuously for 11 days, from the third day after birth until the 14th day (P3-14). Oxygen concentrations were maintained using a ProOx monitor (Biospherix). Dams were rotated daily between the two pooled litters to limit maternal complications of hyperoxia. Growth was monitored daily for all pups throughout the experiment.

For the lysozyme exposure experiment, pups from two pooled litters at a time were randomized on P2 to either lysozyme exposure or vehicle exposure. Lysozyme exposure was performed via every other day oral gavage of 10,000 units/gram in PBS to pups marked by tail clipping. Unmarked littermates were used as a vehicle (PBS)–exposed controls. Experiments were repeated at least three times.

### Mouse intestinal epithelial spheroid organoids

Organoid modeling was performed at Boston Children’s Hospital. Crypts were collected from C57Bl6J mice, cultured in 50 mL Matrigel, and fed with 500 mL murine enteroid media in a 24-well plate in a 37 °C humidified incubator with 5% CO_2_. Media was changed every 2–3 days for the duration of the cultures. Organoids were passaged every 7–10 days by dissolving the Matrigel in Cell Recovery Media with mechanical disruption.

### Method details

#### Forced oscillometry

A subset of P14 mice not used for morphometry or transcriptomics were sedated with ketamine and xylazine via I.P. injection, and the flexiVent system (SCIREQ) was used to assess respiratory resistance and compliance as described [9, 10]. The mice were tracheotomized with the appropriately sized cannula secured with a silk ligature. The flexiVent then executed the neonatal mouse pulmonary function program using room air in the sedated, closed-chest animal. Calibration of the flexiVent was done using the tracheal cannula before each experiment. Lung volumes were measured by volume displacement after completion of the flexiVent measurements.

#### Histology and morphometry

The right lung was gravity inflated to 20 cmH_2_O via tracheal insertion of an angiocath with 4% formalin as described [7]. Three random 4–5 µm sections from each lung were stained with hematoxylin and eosin. To perform morphometry, lung sections were digitized under × 20 magnification and analyzed independently by two researchers blinded to the group assignments using established methods [7, 11–13]. Alveolarization was quantified using the mean linear intercept (*L*_*m*_) and radial alveolar counts (RAC).

#### Generation of intestinal organoids

Organoids were generated from C57Bl/6 mice after euthanasia using CO_2,_ followed by cervical dislocation. Proximal duodenal tissue was dissected, and feculent matter was cleared using cold intraluminal PBS. The tissue was cut longitudinally, then cut into 0.5 cm pieces, and cleaned repeatedly in PBS until the supernatant was cleared. The tissue was then placed in 2 mM EDTA and incubated on ice with rocking for 30 min. The tissue was then shaken vigorously for 2 min to release crypts and pipetted up and down 25 times with a 10 mL serological pipet while mixing simultaneously. The solution was passed through a 70uM filter, and the filtrate was collected into a new 50 mL conical tube. The filtrate was centrifuged (5 min at 300xg), and the supernatant was discarded. Dissociated cells were then washed three times in Advanced DMEM/F12, centrifuged (5 min at 300xg) after each wash, and reconstituted in Matrigel (50uL/well) and plated in 24-well plates and incubated for 10 min at 37 C. Next, 0.5 mL growth media was added to the wells. Enteroids were fed with growth media every 2–3 days and passaged approximately every 7 days.

#### Organoid hyperoxia experiment

Intestinal organoids were generated and incubated in a hyperoxia chamber (StemCell Technologies) at 95% oxygen for 24 h. After the hyperoxia was completed, the supernatant was removed, and the organoids and Matrigel were collected in 0.5 mL cell recovery media (Corning) per well and placed on ice for 40 min. The solution was then centrifuged (5 min at 300 g at 4C), and the supernatant was removed. The organoids were then either placed in 2% b-mercaptoethanol in RLT buffer or 4% paraformaldehyde for RNA isolation or fixation, respectively. For each experimental condition, 100 organoids were evaluated per experimental well. It was determined whether the epithelial rim was clear, indicating a healthy cellular environment and an intact organoid, or whether the epithelium was dark. The epithelial cells were damaged, indicating a loss of organoid integrity suggestive of necrosis. The number displayed is the number of organoids with damaged cells per 100 organoids counted, and the results are displayed as a percentage.

#### Immunohistochemistry

Organoids were kept in 1.5 ml Eppendorf tubes. Three tubes per group were fixed by 0.4% PFA. Samples were resuspended using a Wide Bore Pipet Tips in a blocking buffer (1% BSA, 1% normal donkey serum, 1% CD16/32 in PBS) for 30 min in RT and then incubated for one hour with primary antibodies at RT in incubation buffer (1% BSA, 1% normal donkey serum, 0.3% Triton X-100, and 0.01% sodium azide in PBS). The samples were then washed in PBS and incubated for one hour with the corresponding secondary antibodies at RT in the incubation buffer. Samples were centrifuged and resuspended in the proper buffer for each step. Finally, samples were counterstained with Click-iT™ EdU Cell Proliferation Kit for Imaging, Alexa Fluor™ 488. Images were then captured using an A1R HD inverted confocal microscope.

#### Transcriptomics

25 mg tissue sections from either the lung's left lower lobe or the terminal ileum were bead-lysed in RLT buffer (Qiagen) supplemented with 1% (w/w) 2-mercaptoethanol and frozen. RNA was isolated from cells with an RNeasy kit with Qiashredder cell disruption (Qiagen) and RNase-free DNase Set (Qiagen) on-column DNA digestion. DNA purity and concentration were assessed using an Agilent 2100 Bioanalyzer RNA Analysis chip (Eukaryote Total RNA Pico Series II) (Agilent Technologies). Samples from Exp. 1 underwent transcriptomic analysis using array-based gene expression analysis, and samples from Exp. 2 using RNAseq.

#### For array-based gene expression analysis

Gene expression analysis was performed using the MouseWG-6 v2.0 array (Illumina), following quality testing of mRNA using an Agilent 2100 Bioanalyzer. Data were analyzed in GeneSpring GX using two-way ANOVA, and the FDR threshold (q) < 0.05 was calculated according to the Benjamini–Hochberg method. A fold change cutoff of ≥  ± 2 generated downstream data sets.

#### For RNAseq

Preparation of RNA library (mRNA library preparation (poly A enrichment) and transcriptome sequencing (NovaSeq PE150 (6 G raw data per sample) was conducted by Novogene Co., LTD, using the HiSeq 2500 platform (Illumina) with a pair-end 150-nucleotide read length as described [14]. Raw sequencing data was mapped to the genome (GRCm39, mRNA GRCm39.109), raw and normalized counts (TPM) were determined, and differential gene expression was calculated using the CLC Genomic Workbench (GUI version, Qiagen). Genes with adjusted *p*-value (q) < 0.05 and log_10_(FoldChange) > 0.301 were considered as differentially expressed. Heatmaps and PC analyses/plots were generated using *ClustVis* [15]. Differentially expressed genes were input for Ingenuity IPA (Qiagen) to identify significantly regulated networks and pathways. Differentially regulated genes were sometimes used as input for Gene Set Enrichment Analysis (v 3.3.2; Broad Institute and UC San Diego). A gene set enrichment map was generated using Cytoscape.

#### Microbiome analysis

A 1 cm section of liquid nitrogen snap-frozen terminal ileum was used to quantify the mouse intestinal microbiome because of the advantages in quantifying the adherent mucosal microbiota [16]. We used ZymoBIOMICS whole organism and DNA microbial community standards (Zymo Research) and sterile-filtered PBS to create pairs of positive and negative controls appropriate for each step of the sample collection and isolation procedure. Microbial DNA was extracted and sequenced using the MiSeq platform (Illumina) at the UAB Microbiome Core using 16S V3-4 (bacterial) primers 515F-806R. We performed Sybr Green RT qPCR for universal 16S primers of samples and both positive and negative controls with the following conditions: 96 C 5 min, cycle: 96 C 10 s, 53 C 10 s, and 68 C 20 s.

#### Bioinformatics

We used QIIME 2.0 to merge, cluster, and quality control 16S rRNA gene amplicon sequences. Operational taxonomic units (OTUs) were called based on the SILVA database using closed reference-based OTU clustering with PyNAST and taxonomy via UCLUST. OTU tables were exported into R, where they were decontaminated using *microDecon* and analyzed with the following packages: *vegan*, *tidyverse, phyloseq*, *DESeq2, Maaslin2*, *SpiecEasi, caret, psych, and ggcorrplot*. Two samples were excluded for insufficient read depth (below 1000 OTUs). The Shannon and Simpson Indices quantified alpha diversity using the raw OTU data. Significance testing was performed using Mann–Whitney U. We described beta diversity with principal coordinates analysis of Bray–Curtis distances and performed significance testing using PERMANOVA and PERMDISP. Additional analyses were performed using weighted UniFrac. Differential abundance analysis was performed with DESeq2 and MaAsLin2. Feature selection was performed with Random Forest, utilizing the *ranger* package within *caret*. Correlation analysis was performed between AMP qPCR data and the most significant OTUs from DESeq2 or random forest using the Spearman correlation.

#### Statistical analysis

Statistical analyses were performed in R, CLC Genomic Workbench or GraphPad Prism. In general, q < 0.05 after adjustment for multiple comparisons was considered statistically significant.

## Results

### Hyperoxia exposure alters lung morphology and function

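RNA of the lung and the ileum was measured on 12 MouseWG-6 v2.0 bead arrays, which read biotin-labelled RNA in 1 colour with 45281 probes. The arrays hold 3 replicates each of normoxia lung, hyperoxia lung, normoxia ileum and hyperoxia ileum from 14-day-old pups labelled C57BL/6 (C57Bl/6J in the methods), which breathed oxygen at a fraction of 0.21 or 0.85 from day 3 to day 14 of life. The sample labels give the right lung and the terminal ileum, and the paper's methods give the left lower lobe or the terminal ileum. The sources used here do not say whether the replicates of a group were separate animals, so p-values measure only the spread between these samples, which may be technical. The methods assigned pooled litters, not single pups, to an exposure, and the sample labels used here give no litter. An effect of litter therefore cannot be told apart from that of the exposure. For 6 of the 12 arrays the tissue label and the source name give different tissues, and the tissue label was used because only it leaves both exposures in both tissues. As a check, 9 lung markers had a mean normalized log2 signal of 13.51 ± 0.11 (SD, n = 6 arrays) on arrays labelled lung and 5.08 ± 0.08 (SD, n = 6) on arrays labelled ileum. The mean of 10 ileum markers was 5.03 ± 0.12 (SD, n = 6) on arrays labelled lung and 10.61 ± 0.36 (SD, n = 6) on arrays labelled ileum, so all 12 arrays followed the tissue label. The authors deposited the average bead intensity of each probe, neither background-subtracted nor normalized, with a detection p-value. Lung arrays detected 19609 to 20135 probes each, with a median of 20053 in normoxia and 19865 in hyperoxia. Their mean intensities were 455 to 495 in normoxia and 422 to 637 in hyperoxia. From the deposited intensities, background was corrected and arrays were quantile-normalized with neqc in limma, with an offset of 16 before log2. A probe was tested in a tissue when its detection p-value was under 0.05 on at least 3 of the 6 arrays, and a gene was represented by its brightest tested probe. A linear model with a mean for each of the 4 groups was fitted over all 12 arrays, with moderated errors and Benjamini-Hochberg adjustment. Where a gene was not detected on any array of 1 group, only a bound is given (at least N-fold), from the mean of the brighter group against, on each array of the dimmer group, the higher of the lowest signal among detected probes and the probe's own. Such a bound holds for the background correction used here, and other settings can give a smaller change. Lists of pathway and cell type genes were compared with all other tested genes by camera, with a preset correlation of 0.01 between the genes of a list. The gene lists, the rule for named genes and the main test were chosen before the data were examined. The number of arrays limits the precision of all values.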

To examine potential mechanistic connections between the effects of supraphysiological oxygen exposure on the intestine and on the lungs, we utilized a well-established model of bronchopulmonary dysplasia [7, 8] and exposed newborn mouse pups, pooled from simultaneously born litters and redistributed evenly by sex and number between the dams, to hyperoxia (fraction of inspired oxygen, FiO_2_, 0.85), and their littermate controls to normoxia (FiO_2_ 0.21), from the third to the 14th day of life (P3-P14, Fig. 1A). We reproduced well-described hyperoxia-induced alterations in lung structure and function (Fig. 1B, C) [17]. 

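In the lung of hyperoxia-exposed pups, genes of inflammatory cytokines rose and genes of endothelium and fibroblasts fell. Of 13 measured inflammatory cytokine genes, 11 rose, 1 fell and 1 did not pass the test (11 rose and 1 fell when adjusted over the list alone). Their median log2 fold change was 2.21, or 2.11 with the 6 genes not detected in 1 exposure group set at their bounds (adjusted p = 1.91e-11 from camera). Ccl7, a chemokine that attracts monocytes, went from a log2 signal of 5.70 ± 0.11 in normoxia to 10.03 ± 0.11 in hyperoxia (SD, n = 3 arrays each), a log2 fold change of 4.34 (standard error 0.17). Ccl2, another monocyte chemokine, was at least 8.66-fold higher, and the cytokine Lif was at least 4.30-fold higher. The log2 fold change of Ccl2 ranged from 1.835 to 8.26 over alternatives, so its bound does not hold under all of them. Il6 was detected on 0 of 3 normoxia arrays and on 3 of 3 hyperoxia arrays and was at least 2.53-fold higher (adjusted p = 6.00e-04 from limma). Its log2 fold change ranged from 0.75 to 5.36 over alternatives. Tnf was detected on 1 of 6 lung arrays, in hyperoxia, and was not tested. Il1b had a log2 fold change of 0.64 (standard error 0.36, adjusted p = 0.235 from limma). Of 18 genes of type 2 immunity, 9 rose, 2 fell and 7 did not pass (9 rose and 3 fell when adjusted over the list alone), with a median of 1.15. The shift of the type 2 immunity list in lung had an adjusted p = 0.00470 from camera (adjusted p = 0.527 with an estimated correlation), and with array weights the adjusted p was 0.0708 (range over alternatives 1.75e-04 to 0.0708). Ccl17, a chemokine for type 2 T helper cells, rose by 2.41 on the log2 scale (standard error 0.22). Arg1, an enzyme of alternatively activated macrophages, had a log2 fold change of 3.79 (standard error 0.58, adjusted p = 3.85e-04). Gata3, a transcription factor of type 2 lymphocytes, fell by 1.32 (standard error 0.19), and the chitinase Chia1 fell by 1.82 (standard error 0.21). Il13 had a log2 fold change of 0.19 and did not pass. Of 18 genes of alveolar type 2 cells, 1 rose (Il33, an alarmin, by 1.25), none fell and 17 did not pass, with the same counts when adjusted over the list alone (adjusted p = 0.518 from camera). The surfactant gene Sftpc had a log2 fold change of -0.05 (adjusted p = 0.876). Of 17 genes of alveolar type 1 cells, 2 fell and 15 did not pass, also when adjusted over the list alone (adjusted p = 0.318 from camera). The 2 were the caveolin Cav1 (-1.27) and Emp2 (-0.65). Another list test, fry, called the type 1 list lower (adjusted p = 0.0378). Of 25 endothelial genes, 17 fell, none rose and 8 did not pass (20 fell when adjusted over the list alone; adjusted p = 1.27e-11 from camera). Tek, the angiopoietin receptor, fell by 2.45 (standard error 0.20), and Vwf, the von Willebrand factor gene, fell by 1.74 (standard error 0.15). Of 15 genes of capillary endothelium, 12 fell, 1 rose and 2 did not pass, with the same counts over the list alone (adjusted p = 1.38e-10 from camera). Among them, the endothelin receptor Ednrb fell by 1.71 (standard error 0.16). Of 18 genes of fibroblasts and lipofibroblasts, 11 fell, 1 rose and 6 did not pass (12 fell and 1 rose when adjusted over the list alone; adjusted p = 1.25e-08 from camera). The 1 that rose was Plin2, a lipid droplet protein, by 0.95, and the growth factor receptor gene Pdgfra fell by 1.96. Of 16 macrophage and monocyte genes, 9 rose and none fell (adjusted p = 5.81e-06 from camera, and adjusted p = 0.201 with an estimated correlation), and of 9 T cell genes 8 fell and 1 rose (adjusted p = 2.06e-05, and adjusted p = 0.212 with an estimated correlation). The paper relates its lung changes to earlier studies of lung injury by hyperoxia.

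**Figure D1:**
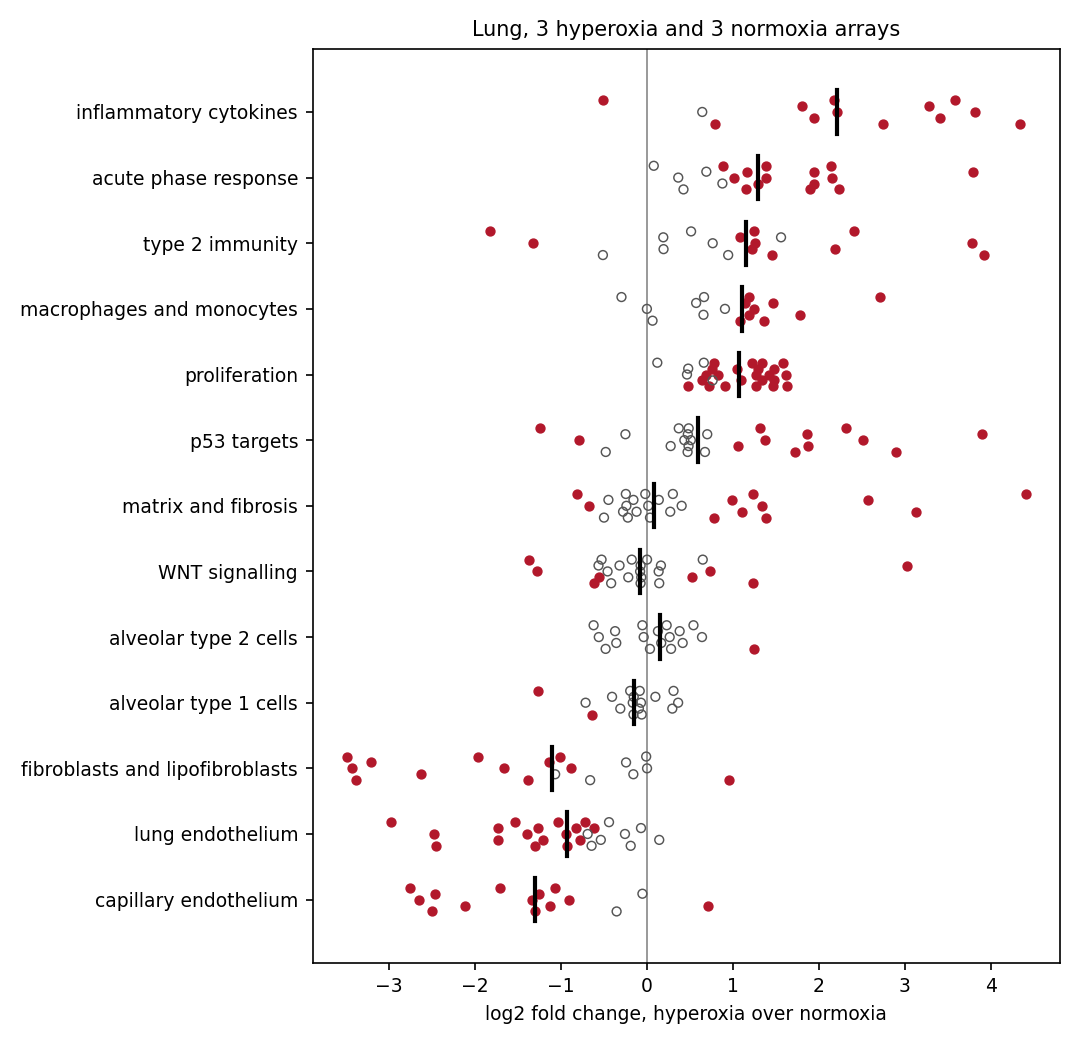
Log2 fold change of hyperoxia over normoxia (horizontal axis) for the genes of 13 lists in the lung, 1 line per list. Each dot is a gene, filled red where its adjusted p was under 0.05 and open grey otherwise, and the black bar is the list's median, which is 2.21 for inflammatory cytokines and -1.30 for capillary endothelium.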

We also observed changes in the pulmonary transcriptome and related regulatory pathways (Fig. S1) that are consistent with similar observations [9, 18–20] showing type 2 immune polarization and extensive alterations in alveolar epithelial, endothelial, and fibroblast cell populations in response to hyperoxia-induced lung injury, such as the well-described increase in IL-6 and TNF-a (*IL6*: 158 fold, *q* < 1.87 × 10^–8^, *TNFA*: 3.39 fold, *q* = 0.01).

**Fig. 1:**
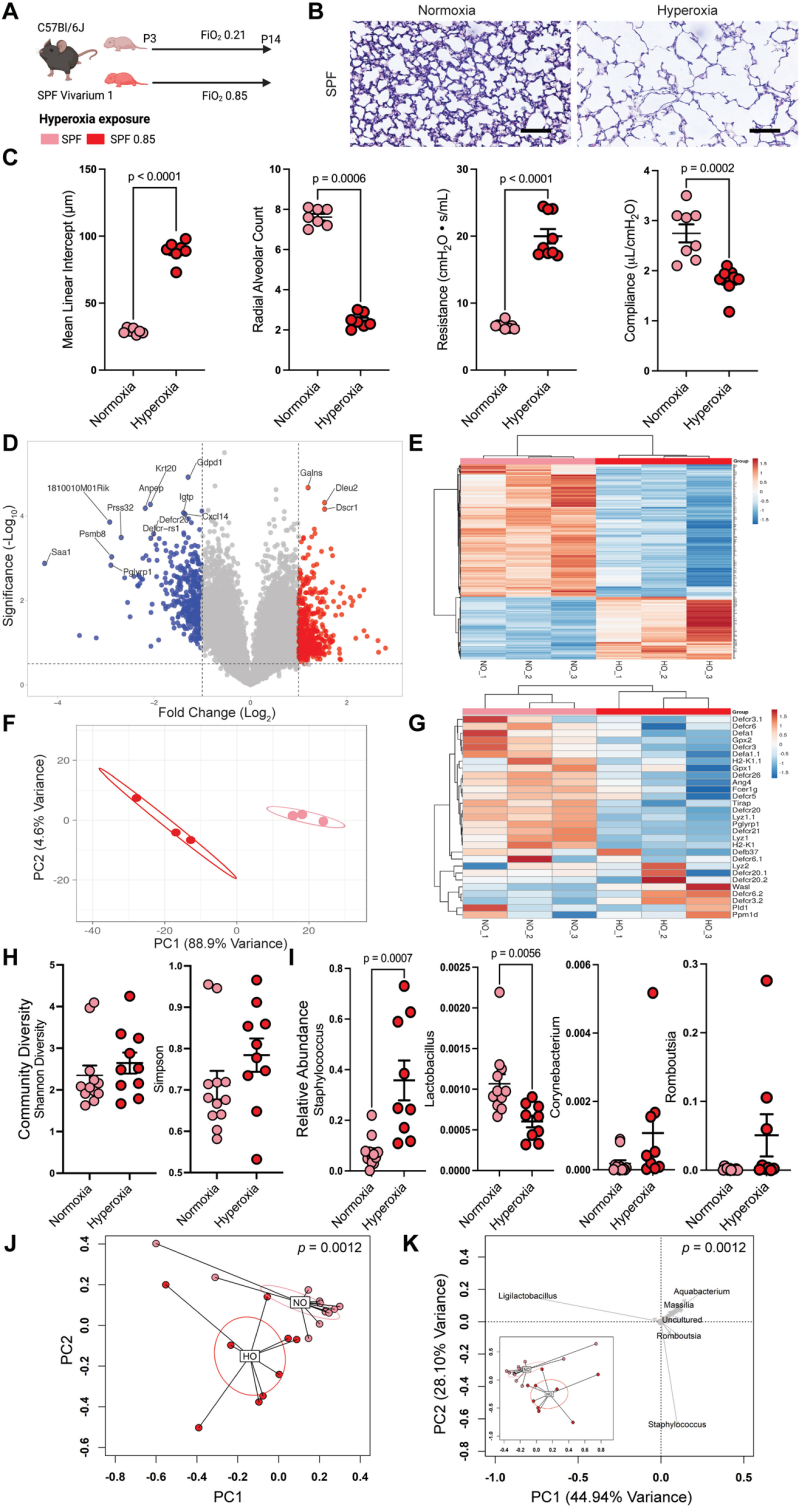
Oxygen exposure reduces intestinal antimicrobial peptide expression. **A** Neonatal C57BL/6 J mice were exposed to normoxia or hyperoxia from the 3^rd^-14.^th^ day of life (*n* = 4 litters with 5–7 neonatal mice/litter per exposure group). FiO_2_, fraction of inspired oxygen. SPF, specific-pathogen-free. **B** Representative photomicrographs of the distal lung sections of 14-day-old mice. **C** Hyperoxia exposure is associated with alterations in lung morphology and function. Data are shown as mean ± SEM, with significance testing by a two-tailed *t*-test. **D** Volcano plot of ileal gene expression array showing gene expression altered by hyperoxia exposure. **E** Heatmap showing genes regulated by hyperoxia exposure. **F** Principal components analysis showing differential clustering of normoxia and hyperoxia exposed ileal genes. PC, principal component. **G** Ileal antimicrobial peptide expression is decreased in hyperoxia-exposure mice. **H** Community diversity of the adherent and luminal ileal bacterial microbiome is not significantly altered by hyperoxia exposure. **I** The relative abundance of an operational taxonomic unit (OTU 002) that aligns to the genus *Staphylococcus* increases after hyperoxia exposure, as do OTUs aligning to *Corynebacterium* (OTU 124) and *Romboutsia* (OTU 013). Data are shown as mean ± SEM, with significance testing by a two-tailed *t*-test. **J** Principal coordinates analysis of Bray–Curtis dissimilarity shows global alterations in community composition in hyperoxia-exposed mice. Significance testing by permutational ANOVA (PERMANOVA), with equivocal dispersion confirmed by permutational multivariate analysis of dispersion (PERMDISP). PC, principal component. **K** Loading plot of principal components analysis of Hellinger transformed Euclidian distances showing the contribution of specific genera to the global community composition. Schematic in (**A**) was generated using BioRender. See also Figures S1, S2 and S5

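Hyperoxia changed 2995 of 11178 genes tested in the ileum (26.8%), 1421 of them higher and 1574 lower (47.4% higher) at an adjusted p under 0.05 from limma. At least 2-fold changes were measured for 939 genes, 424 higher and 515 lower. With 75th percentile scaling in place of quantile normalization, 33.6% of 3128 changed genes were higher, and 383 changed at least 2-fold (76 higher and 307 lower). With no background correction 310 genes changed at least 2-fold, and 1524 genes changed with each tissue fitted alone and 4673 with array weights. Dnase1, which encodes a secreted DNA-degrading enzyme, showed the largest fall among genes detected in both exposure groups, from a log2 signal of 10.96 ± 0.25 to 5.68 ± 0.44 (SD, n = 3 arrays each), or 39.0-fold (adjusted p = 6.71e-09), and 12.7-fold for Dnase1 in ileum with no background correction. Ada, adenosine deaminase, fell 14.1-fold, Serpina10, a secreted serpin, fell 10.7-fold, and the goblet cell lectin Zg16 fell 7.81-fold. The trefoil factor Tff2 was at least 6.67-fold lower (adjusted p = 0.0248), and this call was lost in 8 of 21 alternatives (adjusted p = 0.0622 without hyperoxia ileum replicate 3, with a range over alternatives of 3.64e-04 to 0.488 for Tff2 in ileum). Nox4, an NADPH oxidase that makes hydrogen peroxide, showed the largest rise among genes detected in both groups, from 5.73 ± 0.19 to 10.03 ± 0.39 (SD, n = 3), or 19.7-fold (adjusted p = 1.87e-07), and 6.96-fold for Nox4 in ileum with no background correction. Sucnr1, the succinate receptor, was at least 8.15-fold higher, Fndc5 was 10.7-fold higher and the esterase gene Aadac was 6.31-fold higher. The log2 fold change of Sucnr1 ranged from 1.70 to 6.61 over alternatives, so its bound does not hold under all of them. Of 13 measured genes that Fig. 1D labels, 9 fell, 3 rose and 1 did not pass, also when adjusted over the list alone, and since the study picked them on these samples this is not independent evidence of their direction (adjusted p = 6.38e-04 from camera, and adjusted p = 0.122 with an estimated correlation). Among these, the immunoproteasome subunit Psmb8 fell 6.87-fold, the protease gene Prss32 fell 6.30-fold and the brush border aminopeptidase gene Anpep fell 4.57-fold. The calcineurin regulator Rcan1 rose 2.86-fold and the non-coding RNA gene Dleu2 rose 2.79-fold. In 4482 genes (40.1%) the 3 hyperoxia arrays lay apart from the 3 normoxia arrays, where chance gives 10%. The first principal component held 65.0% of the variance over all tested ileum genes, with the exposure groups apart on it. Over genes changed at least 2-fold it held 85.8%, but these genes were chosen for differing between the same groups, so a large share and groups apart follow from the choice. Without normoxia ileum replicate 2 or 3, 1895 or 1401 genes changed, and without hyperoxia ileum replicate 1 or 3, 1439 or 540 changed at least 2-fold. With each array's signal over background as a covariate, chosen after seeing the data, 643 genes changed. This covariate does not overlap between the ileum exposure groups, so it may also remove effects of the exposure.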

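Of 17 measured genes of the Fig. 1G heatmap, 7 fell, 1 rose and 9 did not pass the test in the ileum (7 fell and 2 rose when adjusted over the list alone). The study picked them on these samples, so this is not independent evidence of their direction (median log2 fold change -0.58, adjusted p = 0.0139 from camera, and adjusted p = 0.210 with an estimated correlation). The class I antigen-presenting gene H2-K1 fell by 0.83 (standard error 0.23, adjusted p = 0.0192 from limma). This call held in 21 of 24 alternatives (range of adjusted p 7.82e-04 to 0.0708). Among those that ended it were leaving out normoxia ileum replicate 2 (adjusted p = 0.0708) or replicate 3 (adjusted p = 0.0661). Wasl, a regulator of actin assembly, rose by 0.80 (standard error 0.20, adjusted p = 0.0120), with an adjusted p of 0.0544 without normoxia ileum replicate 3 (range over alternatives 0.00115 to 0.0544). Lyz2, the lysozyme gene of myeloid cells, had a log2 fold change of 0.32 (standard error 0.31, adjusted p = 0.471). The defensin gene Defb37 had a log2 fold change of -0.53 (adjusted p = 0.248, range over alternatives 0.00211 to 0.763), and Gpx1, a glutathione peroxidase, had -0.58 (adjusted p = 0.133, range 0.0389 to 0.513). Each of the 2 passed in 2 of 24 alternatives.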

### Intestinal antimicrobial peptide expression is altered in hyperoxia-exposed neonatal mice

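Ileum RNA was read on 6 of the 12 arrays, 3 from normoxia and 3 from hyperoxia pups, and 11178 genes were tested there. Normoxia ileum arrays detected 19297 to 19929 probes (median 19535) and hyperoxia ileum arrays 19292 to 20839 (median 19730). The mean intensity was 464 to 481 on normoxia ileum arrays and 313 to 427 on hyperoxia ileum arrays. Signal over background, as the 95th percentile of the probes' intensities over each array's background, was 16.6, 16.2 and 16.2 on the normoxia and 13.7, 11.8 and 13.1 on the hyperoxia ileum arrays. Across probes, replicate arrays correlated with r of 0.975 to 0.986 in normoxia ileum and 0.954 to 0.984 in hyperoxia ileum, which describes arrays and not independent samples. Quantile normalization gave all arrays the same distribution of signals, so a change common to most genes would not be seen. For the array, the paper's methods name GeneSpring GX with a fold threshold of 2, and the submitters' processing notes name GenomeStudio. For genes with several tested probes the brightest probe was taken, which matters for Lyz1 and the defensins, whose probes gave different changes.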

To interrogate potential hyperoxia-induced alterations in the neonatal gut, we then examined transcriptomic changes in the terminal ileum, where preterm infants are uniquely vulnerable to the microbiome-mediated disease necrotizing enterocolitis. Intriguingly, we found that hyperoxia-exposed mice had a significantly altered ileal transcriptome (Fig. 1D-G). 

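Genes of antigen presentation, the interferon response, lymphocytes and adult-type enterocytes fell in the ileum of hyperoxia-exposed pups. Of 44 measured genes of the interferon response and MHC class I, 27 fell, none rose and 17 did not pass the test (30 fell when adjusted over the list alone). The list's shift had an adjusted p = 5.06e-10 from camera (adjusted p = 0.210 with an estimated correlation). Ubd, an interferon-induced ubiquitin-like protein, fell by 4.29 on the log2 scale, from 10.42 ± 0.59 to 6.14 ± 0.23 (SD, n = 3 arrays each). The peptide transporter Tap1 fell by 2.27 (standard error 0.25), and Nlrc5, which activates MHC class I genes, fell by 2.60 (standard error 0.30). Of 10 MHC class II genes, 8 fell and 2 did not pass (9 fell when adjusted over the list alone; adjusted p = 9.36e-06 from camera, and adjusted p = 0.227 with an estimated correlation). Among them H2-DMa fell by 1.96 (standard error 0.28) and H2-Ab1 fell by 1.48 (standard error 0.23). Of 9 T cell genes, 7 fell and 2 did not pass (8 fell when adjusted over the list alone; adjusted p = 0.00126 from camera, and adjusted p = 0.341 with an estimated correlation). Cd3e, a chain of the T cell receptor complex, fell by 1.89 (standard error 0.33). Of 8 genes of B cells and plasma cells, 4 fell and 4 did not pass, also when adjusted over the list alone (adjusted p = 0.00499 from camera, and adjusted p = 0.341 with an estimated correlation). Mzb1, a protein of antibody-secreting cells, fell by 1.74 (standard error 0.38), and the IgM receptor Fcmr fell by 1.48 (standard error 0.26). The hyperoxia ileum arrays, on which these groups fell, also had a lower signal over background than the normoxia ileum arrays. Of 6 adult-type enterocyte genes, 4 fell and 2 did not pass, also when adjusted over the list alone (adjusted p = 0.00569 from camera, and adjusted p = 0.122 with an estimated correlation). Treh, the trehalase of the brush border, fell by 3.38 (standard error 0.19), and Sis, sucrase-isomaltase, fell by 2.67 (standard error 0.35). The call of the adult-type enterocytes list in ileum was lost without normoxia ileum replicate 1 (adjusted p = 0.0766) or 2 (adjusted p = 0.0875), with a range over alternatives of 0.00413 to 0.0875. In all, camera called 17 of 34 ileum lists, 16 lower and 1 higher, none of which holds with an estimated correlation, while fry called 19. The 17 include the lists of Fig. 1D, Fig. 1G, Figure S4D and Table S1. The study picked these on the same samples, so their calls are not independent evidence. Other splits of the 6 ileum arrays into 3 and 3 gave 3 to 15 called lists (median 5).

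**Figure D2:**
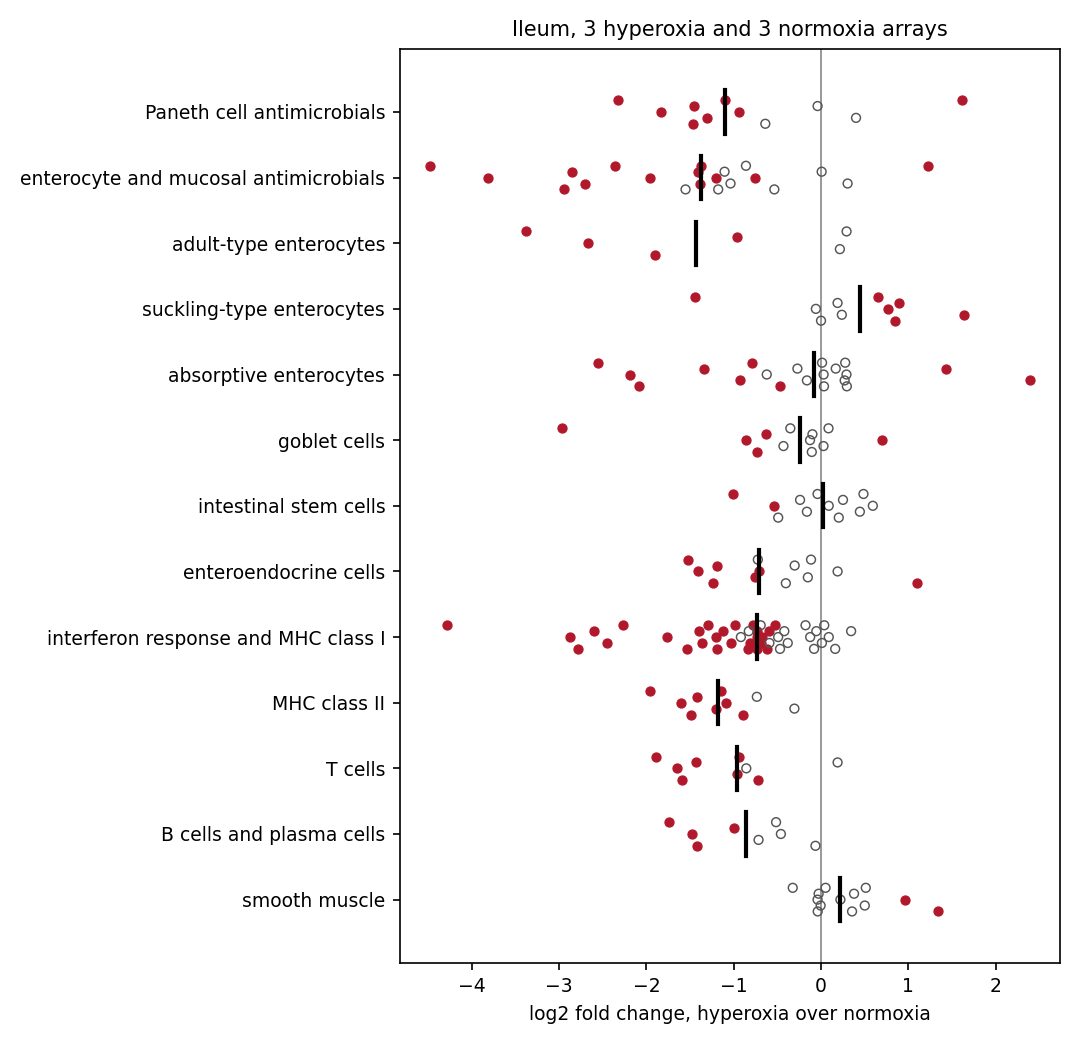
Log2 fold change of hyperoxia over normoxia (horizontal axis) for the genes of 13 lists in the ileum, 1 line per list. Each dot is a gene, filled red where its adjusted p was under 0.05 and open grey otherwise, and the black bar is the list's median, which is -1.43 for adult-type enterocytes and 0.44 for suckling-type enterocytes.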

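Lyz1, the lysozyme gene of Paneth cells, fell in the ileum of hyperoxia-exposed pups on each of its 3 tested probes. On the brightest probe, the log2 signal went from 14.60 ± 0.01 in normoxia to 13.67 ± 0.28 in hyperoxia (SD, n = 3 arrays each), a fall of 1.91-fold (log2 fold change -0.94, standard error 0.17, adjusted p = 0.00240 from limma). The second brightest probe went from 12.81 ± 0.10 to 11.42 ± 0.29 (SD, n = 3), a 2.62-fold fall, and the other from 12.56 ± 0.47 to 10.53 ± 0.41 (SD, n = 3), a 4.06-fold fall. The brightest probe lay above 99.9% of all probes, near the top of the scale, so its fold may be a lower limit, which was not settled here. Lyz1 passed the test in all 26 alternatives. In the lung, where Lyz1 was measured by the same brightest probe, its log2 fold change was -0.15 (standard error 0.17, adjusted p = 0.598), while the second brightest probe fell by 0.81 (adjusted p = 0.0318 over probes) and the other had -0.58 (adjusted p = 0.149). That brightest probe is near the top of the scale in the lung too, so its -0.15 may understate a change there. Probes of 2 defensin genes also gave different changes in the ileum. Defa20, a Paneth cell defensin, had log2 fold changes of -0.04 (adjusted p = 0.865) and 0.04 on its brighter probes and of -2.18 on the least bright one. Defa3, another Paneth cell defensin, had 0.40 (adjusted p = 0.0514), -0.20 and -1.39. Defa3 in ileum passed in 7 of 24 alternatives (adjusted p from 0.00660 to 0.673), with values from -0.40 to 0.47. With the mean of all tested probes, Defa20 in ileum had a log2 fold change of -0.72 (adjusted p = 0.00631, with a range over alternatives of 0.00631 to 0.959).

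**Figure D3:**
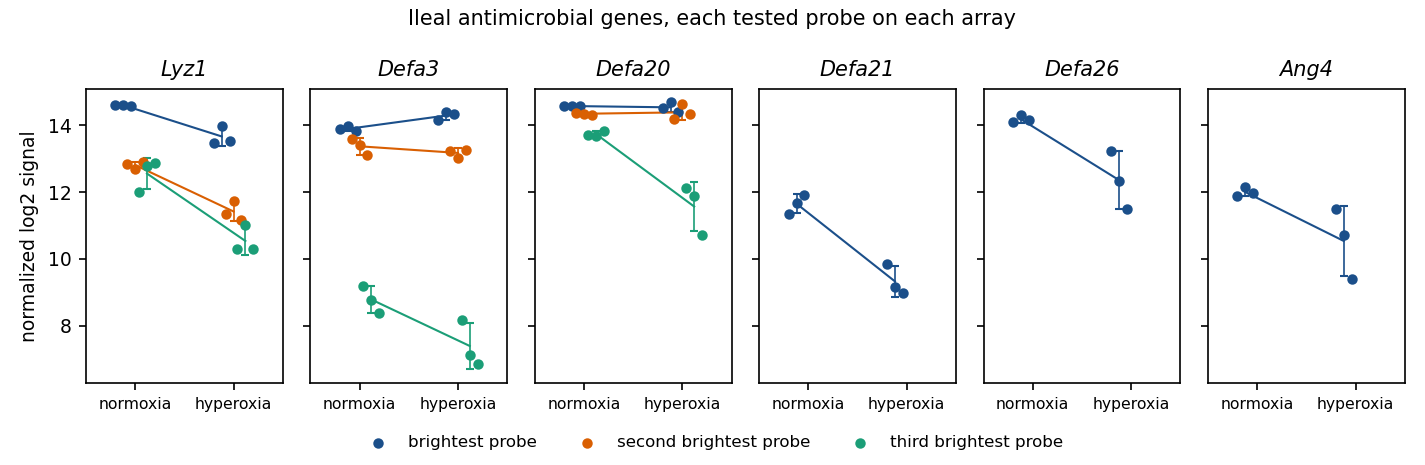
Normalized log2 signal (vertical axis) of each tested probe of Lyz1, Defa3, Defa20, Defa21, Defa26 and Ang4 in normoxia and hyperoxia ileum, with the brightest probe in blue, the second in orange and the other in green. Dots are arrays, error bars are the SD over 3 arrays and lines join the group means, which for the Lyz1 probes fall from 14.60 to 13.67, from 12.81 to 11.42 and from 12.56 to 10.53.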

Global gene expression patterns were significantly altered (Fig. 1D-F), including the prototypical AMP lysozyme (*Lyz1*, 4.2-fold decrease, *q* = 0.012, Fig. 1G, Figure S4, Table S1). AMPS were a key significantly regulated pathway by IPA (Figure S4). In addition to other AMPs, additional markers of ileal Paneth cells were also decreased (*Pnliprp2*, 5.0-fold decrease; *Reg3g*, 2.7-fold decrease; and *Guca2b*, 2.4-fold decrease. Table S1). 

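Most changed antimicrobial genes fell in the hyperoxia ileum. Of 21 genes of enterocyte and mucosal antimicrobials, 12 fell, 1 rose and 8 did not pass the test (13 fell and 1 rose when adjusted over the list alone). Their median log2 fold change was -1.38, or -1.18 with the 4 genes not detected in 1 exposure group set at their bounds (adjusted p = 4.87e-08 from camera, and adjusted p = 0.122 with an estimated correlation). The study picked 7 of these 21 genes from the same arrays. Saa1, a serum amyloid A made by the gut epithelium, fell from a log2 signal of 13.65 ± 0.29 to 9.17 ± 1.03 (SD, n = 3 arrays each), or 22.4-fold (adjusted p = 1.13e-05 from limma). Retnlb, a goblet cell protein with antibacterial activity, was at least 9.82-fold lower. The log2 fold change of Retnlb ranged from -7.24 to -1.91 over alternatives, so its bound does not hold under all of them. Duox2 and its maturation factor Duoxa2, which make hydrogen peroxide at the epithelial surface, also fell, Duox2 at least 3.64-fold and Duoxa2 by 2.86 on the log2 scale (standard error 0.22). The peptidoglycan recognition protein Pglyrp1 fell 7.70-fold on its brightest probe, while its other tested probe had a log2 fold change of -0.32 (adjusted p = 0.312 over probes), and with the mean of both Pglyrp1 in ileum fell by 1.63 on the log2 scale. The 1 that rose was the cathelicidin gene Camp, by 1.23 (standard error 0.39, adjusted p = 0.0322). Of 11 measured Paneth cell antimicrobial genes, 7 fell, 1 rose and 3 did not pass (8 fell and 2 rose when adjusted over the list alone), with a median of -1.10 (adjusted p = 0.00373 from camera, and adjusted p = 0.227 with an estimated correlation). The study picked 7 of these 11 genes from the same arrays. Defa21, a Paneth cell defensin, fell from 11.65 ± 0.28 to 9.32 ± 0.47 (SD, n = 3), or 5.02-fold (adjusted p = 2.32e-05), and Defa26 fell from 14.18 ± 0.11 to 12.35 ± 0.87 (SD, n = 3), or 3.56-fold (adjusted p = 0.00141). Defa21 did not pass with the deposited values (adjusted p = 0.0513, range over alternatives 1.62e-07 to 0.0513), nor Defa26 with the covariate for signal over background (adjusted p = 0.0562, range 3.90e-06 to 0.0562). Mmp7, the protease that activates Paneth cell defensins, fell by 1.46 (standard error 0.21). Mptx1, a mucosal pentraxin, rose by 1.62 (standard error 0.30, adjusted p = 0.00267). With the authors' deposited normalized values, the median of Paneth cell antimicrobials was also -1.10, with an adjusted p of 0.0691 (range over alternatives 9.73e-08 to 0.0691). The hyperoxia ileum arrays on which these genes fell were those with less signal over background, and with this ratio as a covariate the median was -1.31 (adjusted p = 0.00458 from camera). The ratio does not overlap between the exposure groups in the ileum, so the covariate cannot separate signal from exposure there.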

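Pnliprp2, a lipase gene, went from a log2 signal of 10.44 ± 0.31 in normoxia ileum to 8.04 ± 0.91 in hyperoxia ileum (SD, n = 3 arrays each). This is a 5.30-fold fall (log2 fold change -2.41, standard error 0.33, adjusted p = 3.36e-04 from limma), and its second probe fell 4.50-fold. Guca2b, which encodes uroguanylin, went from 12.95 ± 0.08 to 11.61 ± 0.56 (SD, n = 3), a 2.54-fold fall (standard error 0.23 on the log2 scale, adjusted p = 0.00154). With the authors' deposited normalized values the adjusted p of Guca2b was 0.248 (range over alternatives 3.89e-05 to 0.248). Reg3g, a lectin that kills Gram-positive bacteria, had 13.40 ± 0.21 in normoxia and 11.85 ± 0.73 in hyperoxia (SD, n = 3), with every hyperoxia array below every normoxia array. Its fold difference of 2.93 (standard error 0.97 on the log2 scale) did not pass the test (adjusted p = 0.245). The model pools the spread of the 4 groups, and in normoxia lung the SD of Reg3g was 2.91. For Reg3g in ileum the adjusted p was 0.0195 with each tissue fitted alone and 0.0298 without normoxia lung replicate 3, with a range over alternatives of 0.0195 to 0.840.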

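In the ileum, Tnf with its 2 probes and Il6 with its 1 probe were detected on 0 of 6 arrays, so no fold is given for either. Il1b was detected on all 6 arrays, at a log2 signal of 6.90 ± 0.41 in normoxia and 6.41 ± 0.15 in hyperoxia (SD, n = 3 arrays each). Its log2 fold change was -0.49 (standard error 0.35) and did not pass the test (adjusted p = 0.322 from limma). The other inflammatory cytokine genes measured there were Il1a, Ccl7 and Cxcl1, and none of the 4 passed, also when adjusted over the list alone (adjusted p = 0.731 from camera). Il1a had a log2 fold change of 0.44 (adjusted p = 0.115), Ccl7 had -0.27 (adjusted p = 0.262) and the neutrophil chemokine Cxcl1 had -0.54 (adjusted p = 0.293). The shift of the inflammatory cytokine genes differed between the tissues by -2.63 (ileum minus lung, adjusted p = 0.00217 from camera, and adjusted p = 0.0624 with an estimated correlation).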

*Tnfa*, *Il6,* and *Il1b* were not significantly increased in response to hyperoxia in intestinal tissue. We verified these alterations in AMPs using qPCR (Figure S5A). Together, these results suggest that hyperoxia exposure reduces the expression of intestinal AMPs.

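Among the antimicrobial genes named for these arrays, Reg3a, a lectin of the Reg3 family, fell by 1.41 on the log2 scale in hyperoxia ileum (standard error 0.22, adjusted p = 0.00111 from limma). The calprotectin gene S100a8 had a log2 fold change of -1.18 (standard error 0.43, adjusted p = 0.0574) and passed in 6 of 24 alternatives (adjusted p from 0.00699 to 0.390). The defensin gene Defb1 was detected on 0 of 6 ileum arrays with its 2 probes. From the lower expression of lysozyme, other AMPs and Paneth cell markers, together with its qPCR, the paper proposes that hyperoxia reduces the expression of intestinal AMPs.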

### The intestinal microbiota responds to pulmonary hyperoxia exposure

We have reported that axenic (microbiota-free) mice devoid of a microbiome are protected [10], while antibiotic-exposed mice with a disrupted microbiome are more susceptible to hyperoxia-induced lung injury [7]. Together, these and other studies [11], suggest that the intestinal microbiota may modulate hyperoxia-induced lung injury. Because of this evidence and due to our novel observation of changes in the transcription of potentially microbiota-altering AMPs, we asked if hyperoxia exposure altered the intestinal microbiota. We specifically chose to focus on the terminal ileum because this is a uniquely active area of host-microbe interactions. To answer this question, we collected the intact terminal ileum from hyperoxia-exposed neonatal mice and littermate controls, which had been raised under specific pathogen-free (SPF) conditions, and performed 16S rRNA MiSeq to define both the adherent and luminal ileal microbiome.

We found that the terminal ileum has bacterial colonization, approximately a third of the density of stool in newborn mice (4 million versus 12 million copies of the 16S rRNA gene/mg. Figure S1). After exacting computational sequencing decontamination (Figure S2), we found the global community composition of the ileal microbiota was significantly altered by exposure to hyperoxia (*p* = 0.0012, *pseudo-F* = 5.2924, permutational ANOVA (PERMANOVA) of Bray–Curtis dissimilarity, *p* = 0.207, permutational multivariate analysis of dispersion (PERMDISP), but not diversity, not the alpha diversity (Fig. 1H-K, S5A, B). The principal components analysis's first and second principal components are driven primarily by the abundance of *Staphylococcus* and several uncultured *Ligilactobacillus* species (Fig. 1J). In unadjusted univariate analysis, we identified increases in taxa aligning to the genera *Staphylococcus* and *Lactobacillus* (Fig. 1I). We verified these alterations using negative binomial regression (Figure S5C), which also detected significant alterations in *Romboutsia, Proteus, Corynebacterium, Bacteroides*, *Herbaspirillum,* and other uncultured species. We also used random forest machine learning to identify *Staphylococcus*, *Ligilactobaccilus,* and *Bacillus* as potential important genera (Figure S5D). Correlation analysis between these differentially abundant genera and our validation qPCR for key AMPs supports a direct link between the expression of *Lyz1* and the relative abundance of *Staphylococcus* (Figure S5F). Together, these results suggest hyperoxia exposure alters the ileal microbiome by lysozyme decreasing expression, which was associated with increased relative abundance of *Staphylococcus*.

### Hyperoxia directly suppresses intestinal epithelial AMP expression

We turned to small intestinal organoids to directly test the capacity for hyperoxia exposure to depress intestinal AMP expression. We exposed organoids to either hyperoxia (FiO_2_ 0.95) or normoxia (FiO_2_ 0.21) for 24 h (Fig. 2A). In general, live imaging with visual light microscopy and immunohistochemistry demonstrated organoids maintained similar shape and cellular composition in both normoxia and hyperoxia (Fig. 2B, C, Figure S6), but with a decrease in epithelial integrity (*p* < 0.0001, two-tailed *t*-test, Fig. 2B). RNAseq revealed transcriptomic changes that generally recapitulated the changes observed in hyperoxia-exposed mice (Fig. 2D-G). Principal components analysis shows a clear separation in gene expression between hyperoxia and normoxia-exposed organoids (Fig. 2D), which is also reflected in a heatmap of regulated genes (Fig. 2E). Pathway analysis showed extensive upregulation of genes associated with cellular inflammatory response and response to injury ( Fig. 2G). *Tnfa* increased slightly (1.59 fold, *q* = 0.04), but not *Il6* or *Il1b.* Like in vivo, we also noted a decrease in several Paneth cell markers (Table S2). We verified the relative expression of several genes by qPCR (Figure S5). As indicated in our transcriptomic data, *Lyz1* was decreased in mice exposed to hyperoxia, as was the defensin *Defa2* and the Paneth cell marker *Pnliprp2* (Figure S5A). Together, these data suggest that the downregulation of AMP expression is linked to cellular damage response of the ileal epithelium from exposure to supraphysiologic oxygen.

**Fig. 2:**
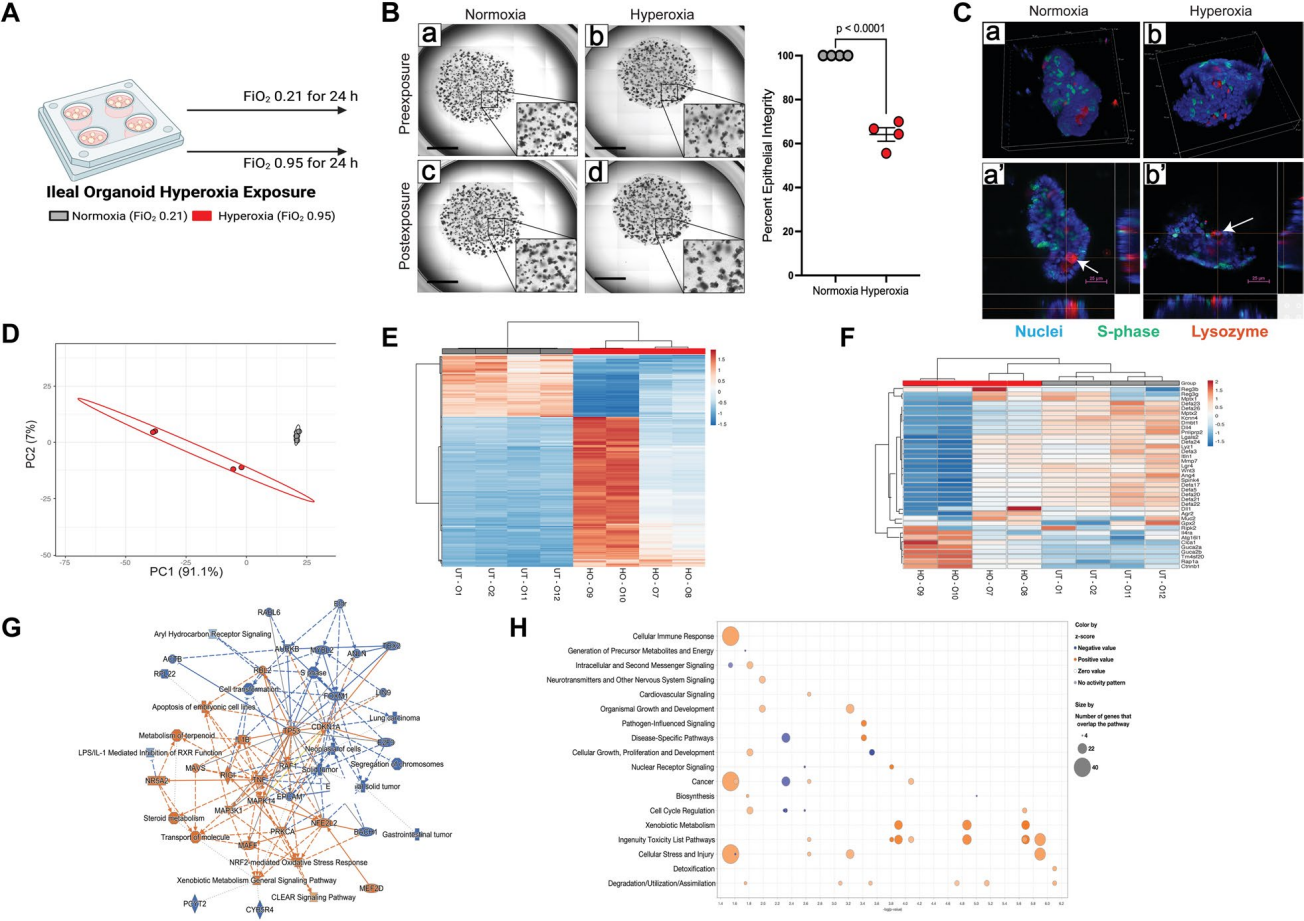
Antimicrobial peptide expression is reduced in hyperoxia-exposed intestinal organoids. **A** Small intestinal spheroid organoids derived from neonatal C57BL/6 J mice were exposed to either hyperoxia or normoxia for 24 h (*n* = 6 wells/treatment group). **B** Representative images of organoids before and after exposure, with insets at 40 × magnification. The percentage of organoids with healthy-appearing epithelium declined in hyperoxia-exposed organoids. Data are shown as mean ± SEM, with significance testing by a two-tailed *t*-test. The scale bar represents 1000 mm. **C** Representative immunohistochemistry after exposure to normoxia or hyperoxia. Nuclei in blue, actively proliferating cells in green, and lysozyme-positive cells in red. Arrows identify lysozyme-positive Paneth cells. The scale bar represents 25 mm. **D** Principal components analysis showing differential clustering of normoxia and hyperoxia exposed ileal genes. PC, principal component. **E** Heatmap showing genes regulated by hyperoxia exposure. **F** Heatmap of antimicrobial peptide expression is decreased in hyperoxia-exposure organoids. **G** Ingenuity pathway analysis showing regulated pathways in hyperoxia or normoxia. **H** Bubble plot showing up and down-regulated pathways from hyperoxia exposure. The schematic in (**A**) was generated using BioRender

### Augmentation of lysozyme improves lung function in hyperoxia-exposed mice

Having shown that exposure to supraphysiologic oxygen resulted in depressed expression of intestinal AMPs and an altered microbiome, we next wanted to test if AMP expression drove this effect. Lysozyme is the principal AMP, and expression is reduced in early life on most mucosal surfaces [12]. To test if the suppression of AMP expression in hyperoxia-exposed mice might have functional consequences, we repeated the hyperoxia-exposure experiment above using nearly genetically identical mice (C57BL/6NCrl, Fig. 3A). However, to naturally vary their microbiota as much as possible, we purchased these animals from a different vendor and raised them in a different SPF vivarium. We exposed a randomly selected subset of their neonate to lysozyme by oral gavage and compared them to unexposed littermates. Surprisingly, augmenting intestinal lysozyme improved lung structure and function after hyperoxia exposure (MLI *p* < 0.0001, RAC *p* < 0.0001, and resistance *p* = 0.0212, two-way ANOVA, Fig. 3B, C).

**Fig. 3:**
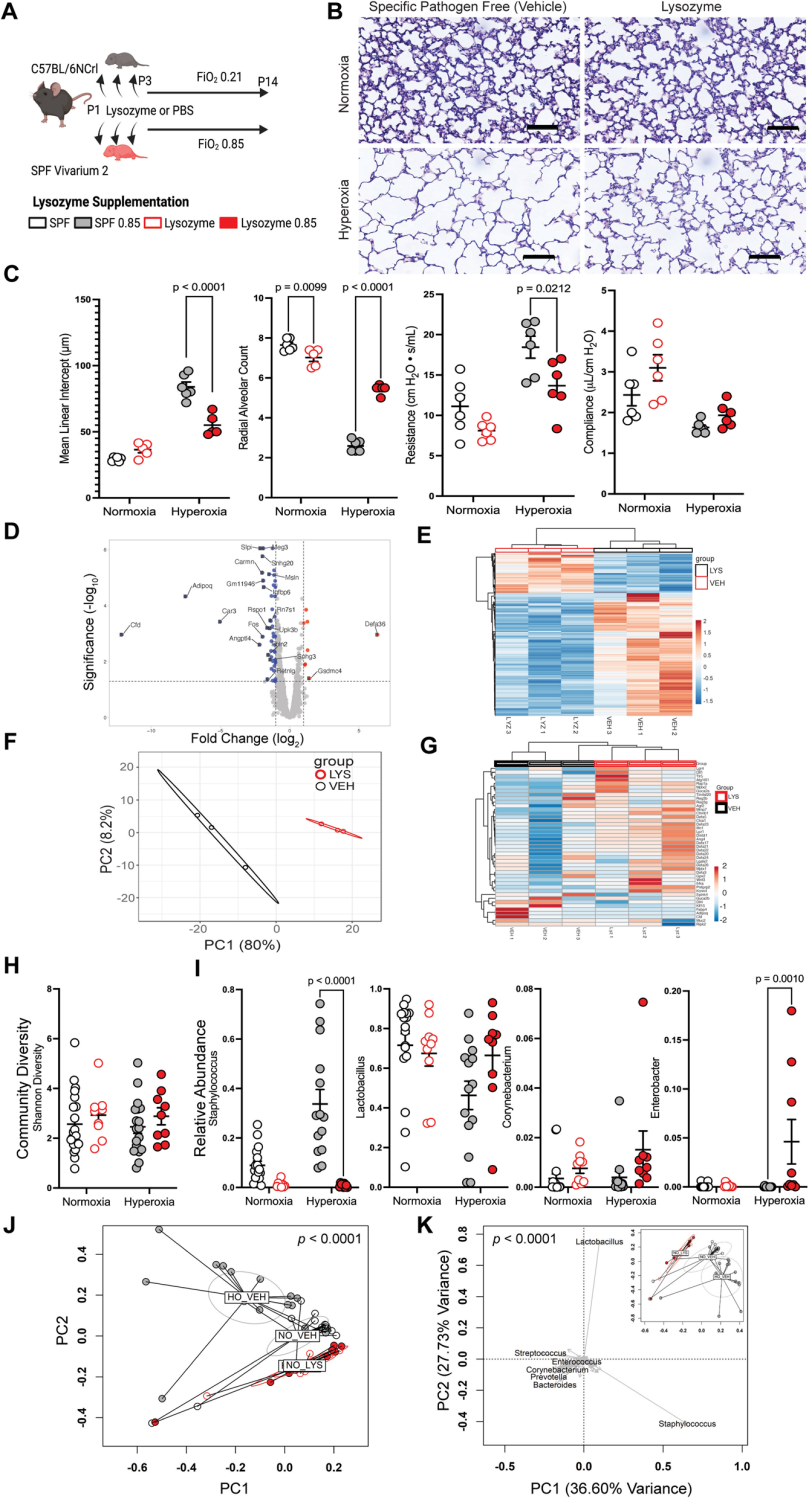
Intestinal lysozyme supplementation reduces hyperoxia-induced lung injury. **A** Neonatal C57BL/6NCrl mice randomized to either every other day exposure to lysozyme by gastric gavage or their littermate controls were then exposed to normoxia or hyperoxia from the 3^rd^-14.^th^ day of life (*n* = 4 litters with 5–7 neonatal mice/litter per exposure group). FiO_2_, fraction of inspired oxygen. PBS, phosphate-buffered saline (vehicle). SPF, specific-pathogen-free. **B** Representative photomicrographs of the distal lung sections of 14-day-old mice. **C** Lysozyme exposure ameliorates hyperoxia-induced disruptions in lung morphology and function. Data are shown as mean ± SEM, with significance testing by two-way ANOVA. **D** Volcano plot of ileal RNAseq showing gene expression altered by lysozyme exposure. **E** Heatmap showing genes regulated by lysozyme exposure. **F** Principal components analysis showing differential clustering of ileal genes in lysozyme-exposed mice. PC, principal component. **G** Ileal antimicrobial peptide expression is altered in lysozyme-exposed mice. **H** The community diversity of the adherent and luminal ileal bacterial microbiome is not significantly altered by lysozyme exposure. **I** The hyperoxia-induced increase in the relative abundance of operational taxonomic unit 014 (*Staphylococcus*) is ameliorated by lysozyme exposure. Multiple other genera are increased in lysozyme and hyperoxia-exposed mice. Data are shown as mean ± SEM, with significance testing by two-way ANOVA. **J** Principal coordinates analysis of Bray–Curtis dissimilarity shows global alterations in community composition in lysozyme-exposed mice. Significance testing by permutational ANOVA (PERMANOVA), with equivocal dispersion confirmed by permutational multivariate analysis of dispersion (PERMDISP). PC, principal component. **K** Loading plot of a principal components analysis of a Hellinger transformed Euclidian distance showing global community composition significantly altered in lysozyme-exposed mice. The schematic in (**A**) was generated using BioRender. See also Figure S7

We performed RNAseq using the terminal ileum of normoxia-exposed mice to identify alterations in intestinal AMP expression resulting from lysozyme exposure. Intriguingly, we found that lysozyme-exposed mice had a significantly altered ileal transcriptome (Fig. 3D-G). Global gene expression patterns were significantly altered (Fig. 3D-F), including altered expression of multiple AMPs (Fig. 3G). Of note, *Lyz1* expression increased 2.433-fold (FDR *p* = 0.0004). Together, these results suggest that dietary lysozyme exposure alters the expression of the ileal transcriptome and results in additional ileal lysozyme production in an apparent feed-forward mechanism.

### Lysozyme alters the intestinal microbiota

We next asked if supplementary lysozyme altered the intestinal microbiota. Oral lysozyme supplementation produced a marked change in the overall composition of the ileal microbiota as compared to littermate controls (*p* < 0.0001, pseudo*-F* = 5.8764, PERMANOVA; *p* = 0.7131, PERMDISP, Figs. 3J and S7), without significantly altering the community diversity (Fig. 3H and S7A). On univariate analysis, multiple species were differentially abundant (Fig. 3I). Most intriguing, the robust increase of *Staphylococcus* in hyperoxia-exposed Jackson Laboratory mice, was replicated in the vehicle and hyperoxia-exposed SPF Charles River mice but suppressed in lysozyme-exposed animals (*p* < 0.0001, two-way ANOVA, Fig. 3I). *Enterobacter* also increased in these doubly exposed mice (*p* = 0.0010, two-way ANOVA, Fig. 3H). MaAsLin 2 and binomial regression identified a shared 62 OTUs altered by lysozyme exposure (Figure S4). Together, these analyses suggest that augmenting dietary lysozyme results in a robust alteration of the ileal microbiome and ameliorates the increase in *Staphylococcus* that otherwise occurs with hyperoxia exposure.

### Lysozyme augmentation alters the pulmonary transcriptome

We next sought to examine if the functional improvements we identified in the lungs of mice exposed to lysozyme were associated with differences in the lung transcriptome. Indeed, RNAseq revealed extensive alterations in gene expression in the lung (Fig. 4). While the most increased inflammatory related genes remained elevated in lysozyme and hyperoxia-exposed mice they were reduced as compared to controls exposed only to hyperoxia (Table S3). Similar patterns exist for genes related to endothelial regulation (Table S4). However, multiple genes exhibited opposite regulation in lysozyme-exposed mice (Table S5). Overall, the most reduced genes in hyperoxia exposure, were reduced regardless of lysozyme exposure (Fig. 4A, B). The genes with the most increased expression were similar (Fig. 4A, B). However, notable differences in *Hpgd*, *Akr1b8*, *Timp1* and *Zmat3* were appreciable. Altogether, 432 genes were differentially regulated in vehicle-exposed controls (Fig. 4C) of which 271 were also differentially regulated the lysozyme exposed mice (Fig. 4D), leaving 149 unique differentially regulated genes in lysozyme exposed mice (Fig. 4E). The most significantly upregulated pathways in vehicle-exposed controls, included fibrosis, wound healing and IL-6-type cytokine signaling-related pathways (Fig. 4F). However, different fibrosis-related and acute phase response pathways were upregulated in lysozyme-exposed mice (Fig. 4F). Together, these transcriptional differences characterize a unique response to hyperoxia in the lungs of mice exposed to lysozyme, that is associated with ameliorated injury and an improvement in lung structure and function.

**Fig. 4:**
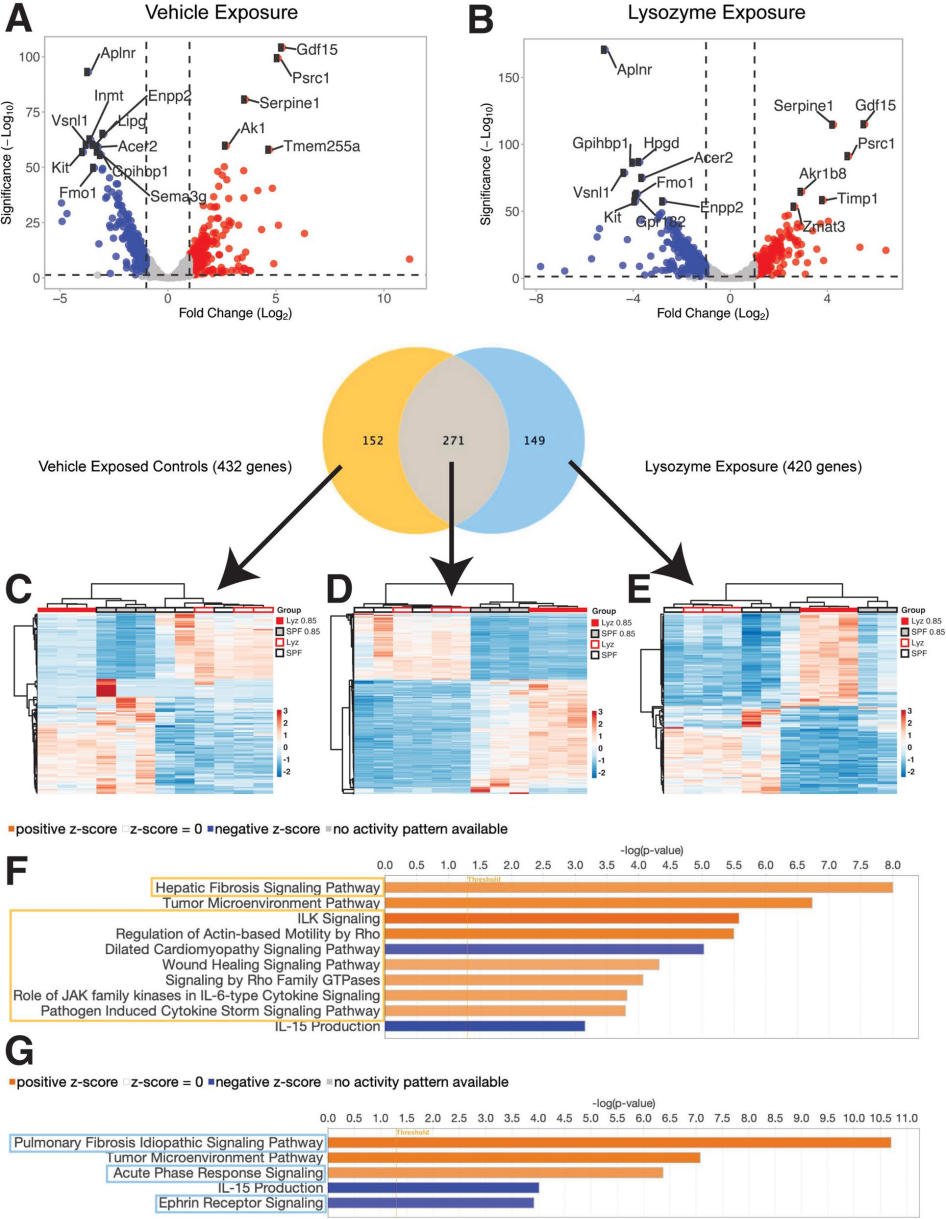
Lysozyme exposure alters the lung transcriptome. **A** Volcano plot showing hyperoxia alters gene expression in vehicle-exposed controls. **B** Volcano plot showing lysozyme exposure alters gene expression in the lung. **C** Heatmap showing differentially expressed genes in vehicle-exposed controls. **D** Heatmap showing similarly expressed genes between all groups. **E** Heatmap showing differentially expressed genes in lysozyme-exposed mice. **F** Major pathways altered in mice only exposed to normoxia or hyperoxia. **G** Major pathways altered in lysozyme-exposed mice

## Discussion

Here, we have shown that exposure of neonatal mice to supraphysiologic oxygen, in addition to the known effect of causing defective lung development, alters their intestinal AMP expression and their intestinal microbiome, and we provide evidence that the changes in intestinal microbiome contribute to lung injury. Hyperoxia inhibited AMP transcription, both in vivo in neonatal mice and in vitro in intestinal organoids. In vivo, this altered the intestinal microbiota. Conversely, augmenting intestinal AMP levels by oral administration of lysozyme altered the intestinal microbiota. It became more similar to room air-exposed mice and decreased the severity of their lung injury. This reciprocal relationship between intestinal AMPs, microbiome, and lung injury is consistent with the notion that a gut-lung axis mechanism can influence hyperoxia-exposure-induced lung injury. Together, these findings suggest intestinal AMPs are potential modulators of lung injury and repair due to their role in mediating microbiome composition.

AMPs are small cationic peptides that play a key role in host defense against microbes [13]. AMPs have broad antimicrobial activity and can kill or inhibit the growth of bacteria, fungi, and viruses [21]. AMPs, therefore, also play a key role in regulating intestinal microbiota [13]. However, the potential bioactive effects of AMPs are not exclusively related to manipulating the microbiota. Lysozyme, the major AMP, can directly reduce the propagation of reactive oxygen species in colitis by releasing bacterial superoxide dismutase from *Lactobacillus lactis* [22]. Numerous species of bacteria within the microbiota contain superoxide dismutase genes [22]. This suggests potential mechanisms by which alterations might influence the redox balance of the intestinal epithelium in AMP expression.

Multiple potential links between the lung and the gut have been proposed to explain the gut-lung axis [23]. Samuelson and colleagues [24] have proposed that microbes or microbial components may be trafficked to the lung via the lymph. Similarly, metabolites produced or modified by the intestinal microbiota, such as small-chain fatty acids, may also influence lung physiology [25]. Lysozyme can also liberate ligands for nucleotide-binding oligomerization domain containing 1 (Nod1) from bacterial cell wall peptidoglycans. Circulating Nod1 ligands may reach the lung directly or may participate in immune cell maturation in the gut to determine the set points of the innate immune system in early life [26, 27], and to educate the adaptive immune system [28]. While in this stage of our studies, we have not directly addressed these potential intermediate mechanisms, the AMP-mediated gut-lung axis we describe could impact some or all these potential pathways.

Exposure to supplemental oxygen is one of the most ubiquitous clinical interventions. Preterm infants, particularly the most immature ones, often require prolonged exposure [2]. The disastrous effects of such exposure on the structure and function of neonatal lungs are well described [3]. In the adult gut, the gradient between hypoxia and anoxia across the radial axis of the gut profoundly influences the composition of the intestinal microbiota. It maintains distinct communities of adherent and luminal microbes [29, 30]. Hyperbaric oxygen exposure can shift the composition of these mature communities [29, 30], as can inflammation, which alters the oxygen gradient in enterocytes [31]. However, the maturation of intestinal microbial communities is a developmental process, and initially, during the newborn period, the gut lumen is less hypoxic [32]. Recent evidence suggests that this process is driven by the accumulation of microbial biomass in the more distal intestine [32]. This is supported by the developmental progression from aerobic to facultative anaerobic microbes in the neonatal gut, and by the observation that while the intestinal lumen of axenic mice is anaerobic, this appears to be driven by a slower chemical process [32]. This suggests our findings may be influenced by a unique developmental window created by the immature gut being more vulnerable to oxidative stress and the immature microbiota less capable of functioning as an anoxic sink.

Lysozyme is a component of human milk with concentrations as high as ~ 1 g/L at some stages of lactation [33]. In a double-blind, randomized, placebo-controlled trial, supplementation of lysozyme and lactoferrin to children aged 12–23 months in rural Malawi resulted in improved gut health as determined by their ingested lactulose excreted into the urine, along with decreased rates of hospitalization [34]. Supplementation of lysozyme to the diet has been studied extensively in farm animal husbandry and has been documented to benefit intestinal development, function, and overall growth, and provides protection against pathogen challenge, mainly due to beneficial effects on the microbiome [35–38]. Therefore, assessing the supplementation of exogenous lysozyme to prevent abnormal pulmonary development in premature neonates may be worthy of further investigation.

In adult mice, hyperoxia exposure has been shown to alter the lung and intestinal microbiota. Ashley and colleagues observed an increase in the oxygen-tolerant genera *Staphylococcus* after 72 h of exposure to supraphysiological oxygen [11]. We observed a similar increase in *Staphylococcus* in the ileal microbiota of neonatal mice exposed to hyperoxia that replicated robustly in mice with different starting microbiomes. While Ashley and colleagues confirmed a previously described [31] decrease in the Ruminococcaceae after hyperoxia exposure in the cecal microbiota of these adult mice [11], several differences likely explain our divergent findings. First, we sampled the ileal microbiota, which is more translationally relevant to neonatal intestinal pathology. Second, our neonatal mice were considerably smaller and exposed to hyperoxia for longer, which would be intolerable for adult mice. Finally, their intestinal microbiota were in an earlier stage of community formation, which places their microbial communities under considerably different ecological pressures. Intriguingly, this increase in *Staphylococcus* was ameliorated in our lysozyme-exposed and associated with less severe lung injury. In subsequent experiments, Ashley and colleagues further found that adult axenic mice were protected from lung injury, and antibiotic-exposed mice experienced worse lung injury [11] —findings we have previously demonstrated in neonatal mice [7, 10].

Under SPF conditions, the intestinal microbiota of co-housed mice converges over time [39, 40], and the primary source of the intestinal microbiota is almost universally the mother but may show some littermate effects [41, 42]. We took multiple steps to address these factors in these experiments. First, we intentionally varied the initial microbiota of the maternal mice as much as possible by purchasing them from two different animal vendors, cage-randomizing them for cohousing on arrival, and acclimatizing them in two different SPF vivaria before breeding. Second, to limit a littermate effect, we took the newborn mice from two simultaneously born litters and randomly redistributed them between their two mothers on the day of birth. We then assigned one pooled litter to hyperoxia and the other to normoxia and rotated the mothers daily to minimize their unique contributions. For exposure to lysozyme, we randomly selected newborn mice within these homogenized litters and used their unexposed littermates as controls. Therefore, while this approach likely underestimates the potential microbiota effects of lysozyme exposure due to littermate cross-contamination, it underscores that the increase in *Staphylococcus* abundance with hyperoxia exposure is robust, since we replicated it across a wide range of initial microbiomes.

In summary, we have described a gut-lung axis driven by intestinal AMP expression and mediated by the intestinal microbiota that influences hyperoxia-induced lung injury. These murine and organoid experiments suggest that AMP expression represents a potential therapeutic target to modulate the intestinal microbiota and the response to lung injury. These results have implications for the clinical management of premature infants at high risk of developing bronchopulmonary dysplasia in neonatal care.

### Supplementary Information

**Additional file 1:** Key Resource Table. **Figure S1.** Ileal intestinal colonization is a lower biomass than stool by RT-qPCR. **Figure S2.** Quality control figure showing sequencing contaminates removed by microDecon. **Figure S3.** Hyperoxia exposure alters the mouse lung transcriptome. **Figure S4.** Hyperoxia exposure alters the mouse ileal transcriptome. Pathway analysis and GSEA corresponding to Figure 1 D-G. **Figure S5.** Hyperoxia alters the ileal microbiome. **Figure S6.** Hyperoxia exposure alters the morphology of intestinal organoids. **Figure S7.** Lysozyme and hyperoxia alter the ileal microbiome. **Table S1.** Paneth cell markers significantly changed in the murine ileum in response to hyperoxia. **Table S2.** Paneth cell markers significantly changed in the murine intestinal organoids in response to hyperoxia. **Table S3.** Lung inflammation-related genes as compared to normoxia vehicle exposed mice. **Table S4.** Genes-related to endothelial cell regulation. **Table S5.** Genes with opposite regulation associated with lysozyme supplementation. **Table S6.** Enrichment analysis table.

## Data Availability

16S and RNA sequencing data were deposited at the NCBI Sequence Read Archive (BioProject ID: PRJNA931604). Gene expression array data were deposited at the NCBI Gene Expression Omnibus (Accession number: GSE125489). Processed data files are available at http://github.com/WillisLungLab/AMP. This manuscript does not report original code. All other data needed to evaluate the conclusions in the manuscript are available within the main text or supplementary materials.

# Supplementary material for: Antimicrobial peptides modulate lung injury by altering the intestinal microbiota
**Source:** Microbiome. 2023 Oct 16;11:226. doi: 10.1186/s40168-023-01673-0
**Supplement:** Supplementary file 2 — Additional file 1: Key Resource Table. Figure S1. Ileal intestinal colonization is a lower biomass than stool by RT-qPCR. Figure S2. Quality control figure showing sequencing contaminates removed by microDecon. Figure S3. Hyperoxia exposure alters the mouse lung transcriptome. Figure S4. Hyperoxia exposure alters the mouse ileal transcriptome. Pathway analysis and GSEA corresponding to Figure 1 D-G. Figure S5. Hyperoxia alters the ileal microbiome. Figure S6. Hyperoxia exposure alters the morphology of intestinal organoids. Figure S7. Lysozyme and hyperoxia alter the ileal microbiome. Table S1. Paneth cell markers significantly changed in the murine ileum in response to hyperoxia. Table S2. Paneth cell markers significantly changed in the murine intestinal organoids in response to hyperoxia. Table S3. Lung inflammation-related genes as compared to normoxia vehicle exposed mice. Table S4. Genes-related to endothelial cell regulation. Table S5. Genes with opposite regulation associated with lysozyme supplementation. Table S6. Enrichment analysis table.

Antimicrobial peptides modulate lung injury by altering the intestinal microbiota

Ahmed Abdelgawad*, Teodora Nicola*, Isaac Martin, Brian A. Halloran, Kosuke Tanaka, Comfort Y. Adegboye, Pankaj Jain, Changchun Ren, Charitharth V. Lal, Namasivayam Ambalavanan, Amy E. O'Connell[§], Tamás Jilling[§] and Kent A. Willis[§]

*Contributed equally

[§]Contributed equally

ONLINE DATA SUPPLEMENT

Graphical Abstract:

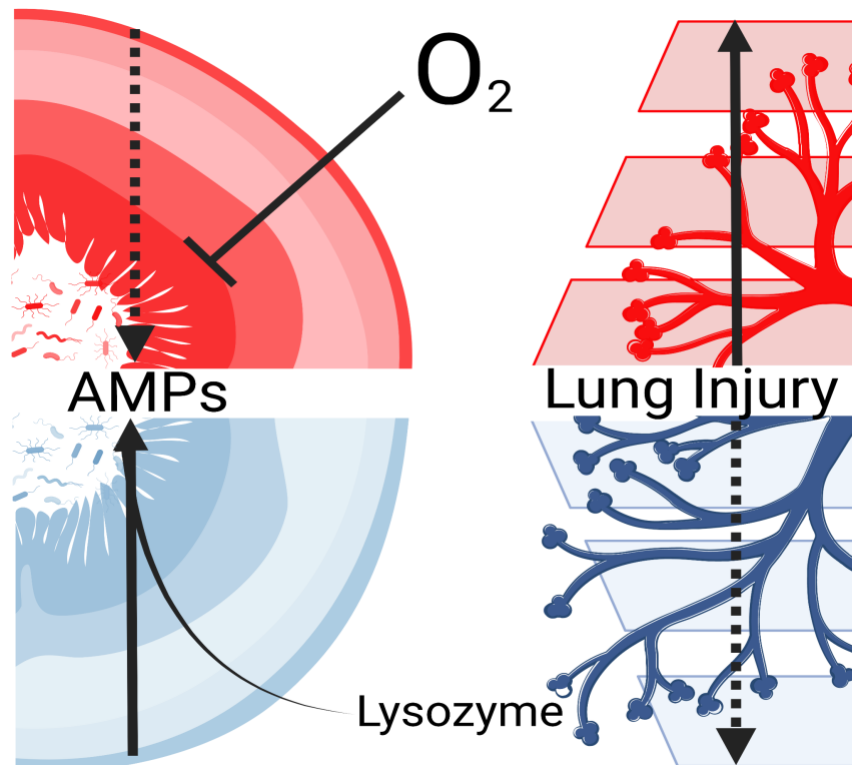

Key Resource Table

Reagent	Company - Catalog #	RRID
Teklad S-2335 Mouse Breeder Sterilizable Diet	Envigo - 7904.15	
Lysozyme	Sigma Aldrich 12671-19-1	
zymoBIOMICS microbial community standards	Zymo Research - D6300 and D6310	
zymoBIOMICS microbial community DNA standards	Zymo Research - D6305/6306 and D6311	
zymoBIOMICS spike-in control I	Zymo Research - D6320-10	
zymoBIOMICS spike-in control II	Zymo Research - D6321-10	
zymoBIOMICS gut microbiome standard	Zymo Research - D6331	
RNase-free DNase Set	Qiagen - 79254	
QIAshredder	Qiagen - 79656	
PrimeScript RT Master Mix	Takara Biosciences - RR036B	
MouseWG-6 2.0	Illumina	
Bioanalyzer High Sensitivity DNA Analysis Kit	Agilent Technologies - 5067-4626	
Tissue Protein Extraction Reagent	Pierce Biotechnology - 78510	
Roche Complete Protease Inhibitor	Millipore Sigma - 11836153001	
Bradford Protein Assay Kit I	Bio-Rad - 5000001	
Protein Assay Standard I	Bio-Rad - 5000005	
Immun-Star™ WesternC™ Chemiluminescence Kit	Bio-Rad - 170-5070	
Paraformaldehyde, 4% w/v aq. soln.	TFS - 047392.9M	
Antigen Retrieval Buffer	Abcam - ab93678	
ProLong Diamond Anti-Fade Mounting Media with DAPI	TFS - P36962	RRID:AB_2307445
Click-iT EdU Cell Proliferation Kit for Imaging, AF 488 dye	TFS- C10337	

**Small Intestine Organoid Media**		
R Spondin-1 Conditioned Media (10mL)	HDDC Organoid Core	
Advanced DMEM/F-12 (85mL)	Life Technologies - 12634028	
Glutamax (100X) (1mL)	Life Technologies - 35050061	
HEPES (1M)(1mL)	Life Technologies - 15630080	
Primocin (50mg/mL) (200µL)	Invivogen - ant-pm-1	
Normocin (50mg/mL) (200µL)	Invivogen - ant-nr-1	
B27 Supplement (50X) (1mL)	Life Technologies 12587010	
N ₂ Supplement (100X) (500µL)	Life Technologies 17502001	
N-Acetyl-Cysteine (500mM) (250µL)	Sigma - A7250	
Noggin (100ug/mL) (100µL)	Peprotech - 250-38	
EGF(500ug/mL) (10µL)	Peprotech - 315-09	
**Antibodies**		
Ghost Dye Violet 510	TonboBio - 13-0870-T100	
Mouse BD Fc Block (CD16/32)	BD Biosciences - 553142	RRID:AB_394656
Recombinant Anti-Lysozyme	Abcam - Ab108508	RRID:AB_10861277
Chromogranin A Polyclonal Antibody	TFS - PA5-77917	RRID:AB_2735659
Goat anti-Rabbit IgG Secondary Antibody, AF 555	Invitrogen - A-21428	RRID:AB_2535849
Goat anti-rabbit secondary antibody	Cell Signaling - 7074	RRID:AB_2099233
Donkey anti-goat secondary antibody	SouthernBiotech - 6402	RRID:AB_2796335
Goat anti-Rat IgG - Alexa Fluor™ 555	Invitrogen - A-21434	RRID:AB_2535855
Chicken anti-Mouse IgG - AF™ 647	Invitrogen- A-21463	RRID:AB_2535869
Goat anti-Rabbit IgG - AF™ 555	Invitrogen- A-21428	RRID:AB_2535849
Goat anti-Hamster IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 647	Invitrogen - A-21451	RRID:AB_2535868
**Primer Sequences**		
Bacterial 16S, V4-V5, 450 bp	515F	GTGCCAGCGCCGCGGTAA

	907R	CCGTCAATTCCTTTGAGTTT
16S primers for RT-qPCR	Forward	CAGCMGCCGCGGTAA
	Reverse	CCGTCAATTCCTTTGAGTTT
TaqMan Gene Expression Assay: <i>Lyz1</i>	Invitrogen - 4331182	Mm00657323_m1
<i>Defa20, Defa2, Gm21002</i>	Invitrogen - 4331182	Mm00842045_91
<i>Pnliprp2</i>	Invitrogen - 4331182	Mm00448214_m1
<i>Dmbt1</i>	Invitrogen - 4331182	Mm00455996_m1
**Organisms**		
C57Bl/6J mouse	Jackson Laboratory - 000664	RRID:IMSR_JAX:000664
C57BL/6NCrl mouse	Charles River - 027	RRID:IMSR_CRL:027
**Equipment**		
ProOx 360 controller	BioSpherix	RRID:SCR_021130
A1R HD confocal microscope	Nikon	RRID:SCR_020317
flexiVent	SCIREQ	RRID:SCR_022673
2100 Bioanalyzer Instrument	Agilent	RRID:SCR_018043
QuantStudio 6	Applied Biosciences	RRID:SCR_020239
Rotor-Gene Q Series	Qiagen	RRID:SCR_018976
NovoSeq 6000 system	Illumina	RRID:SCR_016387
MiSeq platform	Illumina	RRID:SCR_020133
HiSeq 4000 platform	Illumina	RRID:SCR_016386
**Software**		
FACSDiva	BD Biosciences - v9.0	RRID:SCR_001456
FlowJo for Mac	BD Biosciences - v10.8.1	RRID:SCR_008520
Rotor-Gene Q Series Software	Qiagen	RRID:SCR_015740
FIJI	https://fiji.sc	RRID:SCR_002285
Prism 9 for Mac	GraphPad - v9.4.1	RRID:SCR_002798
R	R project for statistical computing - v4.2.2	RRID:SCR_001905
RStudio	Posit - v2022.12.0+353	RRID:SCR_000432

Vegan, R Package	https://github.com/vegandevs/vegan - v2.6-4	RRID:SCR_011950
phyloseq, R Package	https://github.com/joey711/phyloseq - v1.42.0	RRID:SCR_013080
DESeq2, R Package	10.18129/B9.bioc.DESeq2 - v1.38.2	RRID:SCR_015687
MaAsLin2, R Package	https://github.com/biobakery/MaAsLin2 - v1.12.0	RRID:SCR_023241
tidyverse, R Package	https://www.tidyverse.org/ - v1.3.2	RRID:SCR_019186
caret, R Package	https://github.com/topepo/caret - v6.0-93	RRID:SCR_021138
SpiecEasi, R Package	https://github.com/zdk123/SpiecEasi - v1.1.2	RRID:SCR_022712
QIIME 2	QIIME 2 Core 2022.11	RRID:SCR_008249
SILVA	SILVA v138.1	RRID:SCR_006423
CLC Genomic Workbench	Qiagen - v22	RRID:SCR_011853
ClustVis	https://biit.cs.ut.ee/clustvis/	RRID:SCR_017133
Ingenuity Pathway Analysis	Qiagen (July 2022 edition)	RRID:SCR_008653
**Datasets**		
Gene-expression array, mouse	This paper	NCBI SRA: PRJNA931604
RNAseq, mouse	This paper	NCBI SRA: PRJNA931604
RNAseq, mouse organoid	This paper	NCBI SRA: PRJNA931604
16S rRNA MiSeq, mouse	This paper	NCBI SRA: PRJNA931604

Materials Availability: This study did not generate any unique reagents or transgenic animals.

Data Availability:

- 16S and RNA sequencing data were deposited at the NCBI Sequence Read Archive (BioProject ID: PRJNA931604).
- Gene expression array data were deposited at the NCBI Gene Expression Omnibus (Accession number: GSE125489).
- Processed data files are available at <http://github.com/WillisLungLab/AMP>.
- This manuscript does not report original code.
- All other data needed to evaluate the conclusions in the manuscript are available within the main text or supplementary materials.

Murine Small Intestine (ENR) Media (100mL)

Component	Volume	Catalog #	Final Concentration	Purpose
Rspondin-1 Conditioned Media	10mL	HDHC Organoid Core	10%	Contributes Rspondin-1 for stem cell proliferation
Advanced DMEM/F-12	85mL	Life Technologies 12634028	85%	Contributes glucose, NEAAs, sodium pyruvate, phenol red
Glutamax (100X)	1mL	Life Technologies 35050061	1X	Contributes L-glutamine to support growth
HEPES (1M)	1mL	Life Technologies 15630080	10mM	pH buffer for CO ₂ changes
Primocin (50mg/mL)	200uL	Invivogen ant-pm-1	100ug/mL	Antibiotic
Normocin (50mg/mL)	200uL	Invivogen ant-nr-1	100ug/mL	Antibiotic
B27 Supplement (50X)	1mL	Life Technologies 12587010	0.5X	Growth supplement

N2 Supplement (100X)	500uL	Life Technologies<br>17502001	0.5X	Growth supplement
N-Acetyl-Cysteine<br>(500mM)	250uL	Sigma A7250	1.25mM	Antioxidant
Noggin (100ug/mL)	100uL	Peprtech 250-38	100ng/mL	BMP inhibitor
EGF(500ug/mL)	10uL	Peprtech 315-09	50ng/mL	Epidermal growth factor,<br>stimulates mitosis

Supplemental Information

A

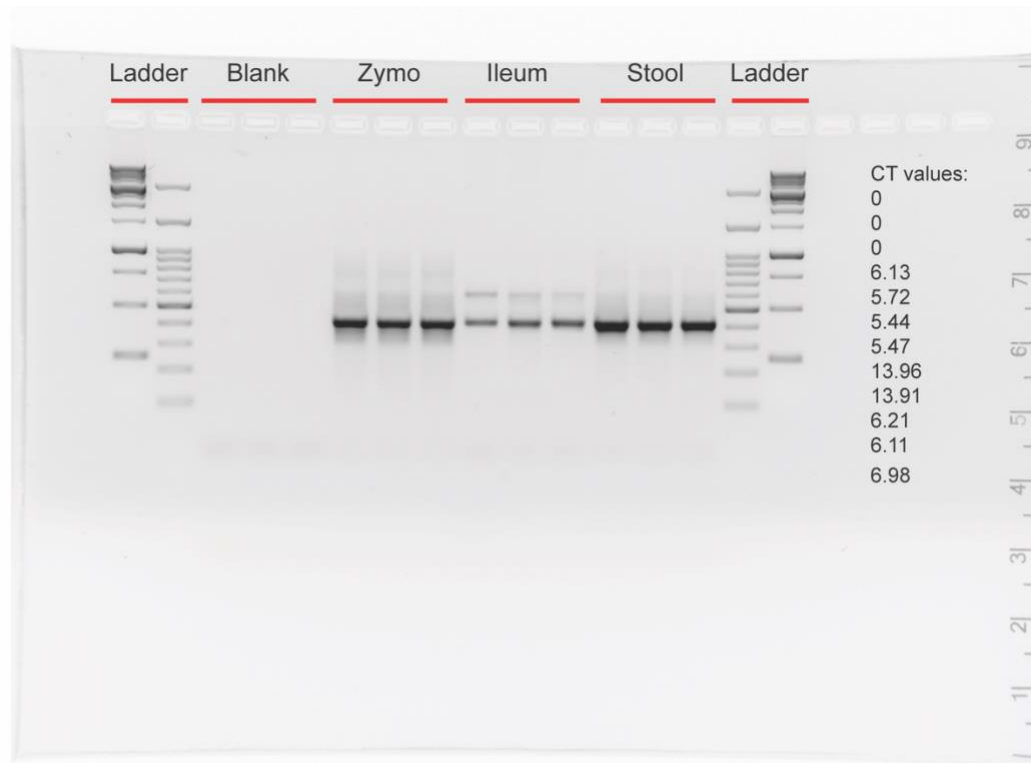

B

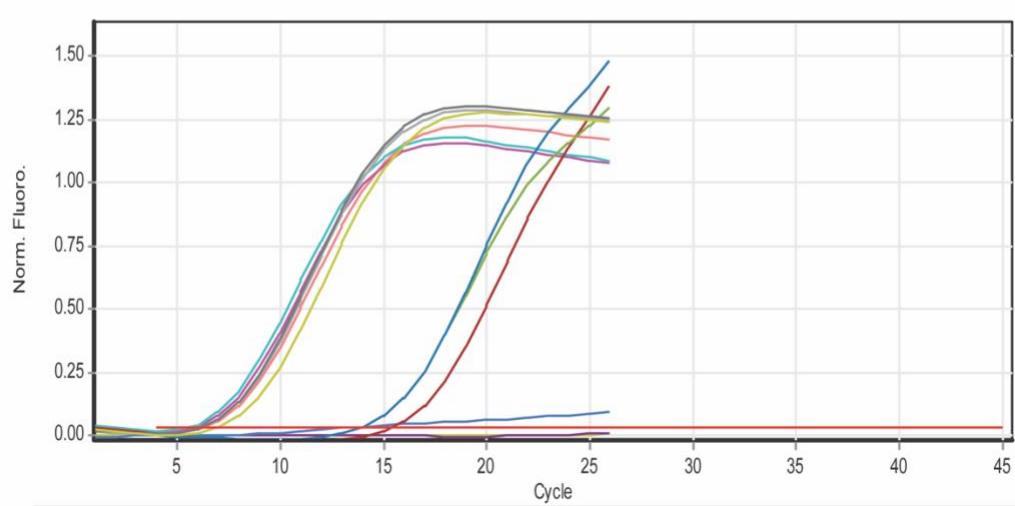

Figure S1. Ileal intestinal colonization is a lower biomass than stool by RT-qPCR.

- A) Gel showing relative abundance of 16s rRNA gene copies per ug in triplicate blank samples, ZymoBIOMICS organism positive controls, ileal samples, and stool samples. (CT values corresponding to each band are shown on the left of the gel.)
- B) Cycle threshold graph for the selected RT-qPCR samples above.

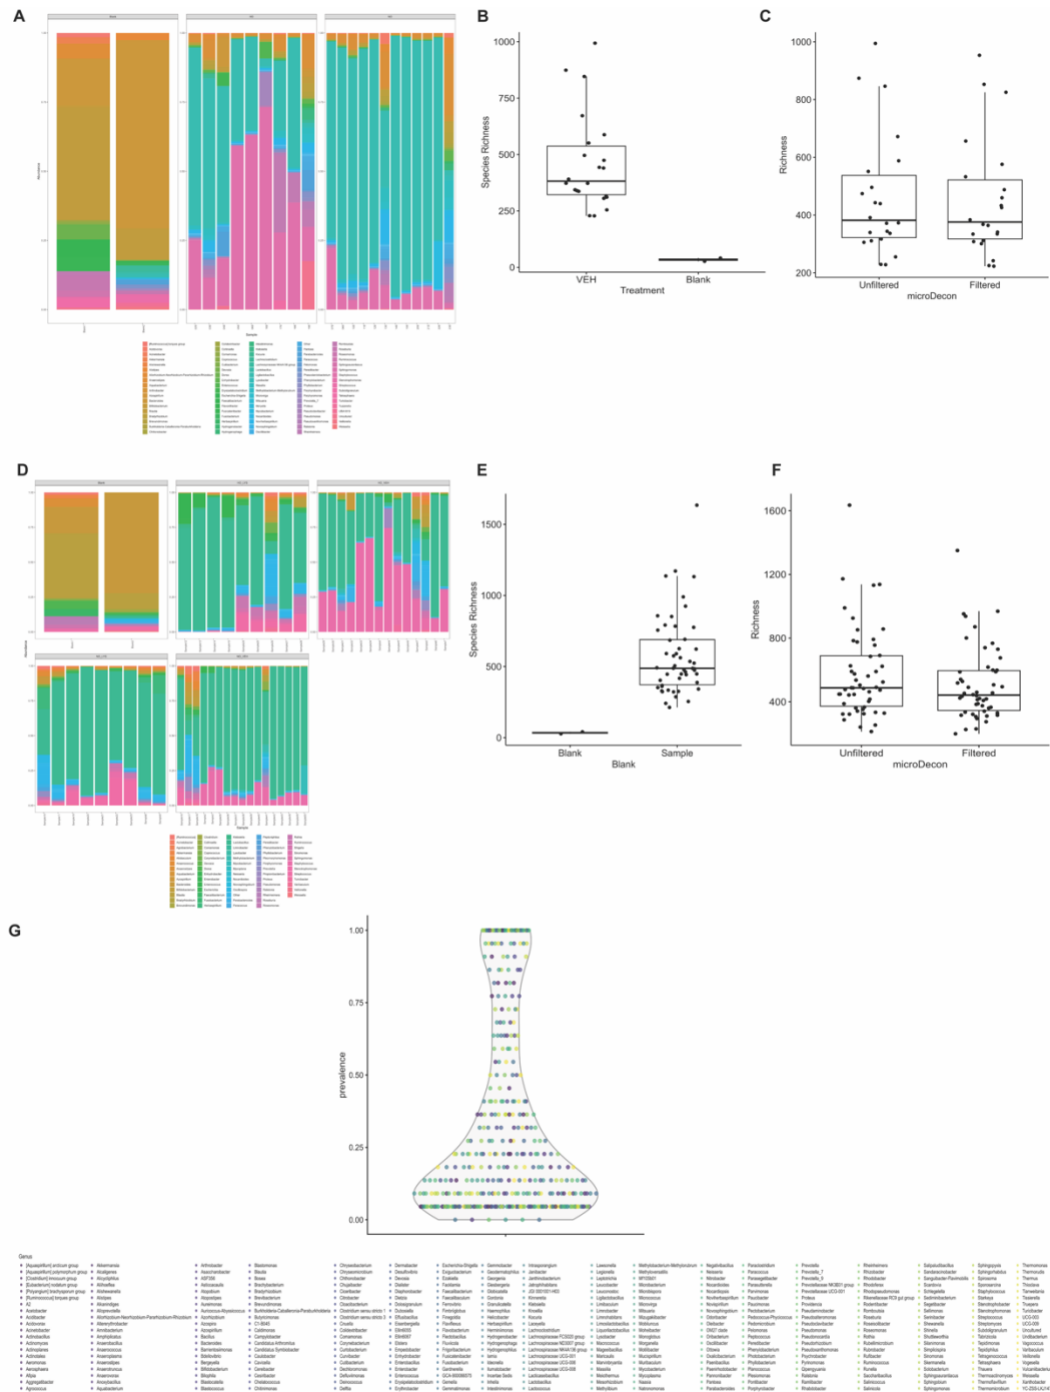

Figure S2. Quality control figure showing sequencing contaminants removed by microDecon.

- A) Relative abundance of negative sequencing controls (blanks) versus samples in experiment 1.
- B) Species richness of blanks versus samples.
- C) Species richness before and after performing decontamination.

D) Relative abundance of negative sequencing controls (blanks) versus samples in experiment 2.

E) Species richness of blanks versus samples.

F) Species richness before and after performing decontamination.

G) Prevalence plot.

See output plots for microDecon at github.com/WillisLungLab/AMP.

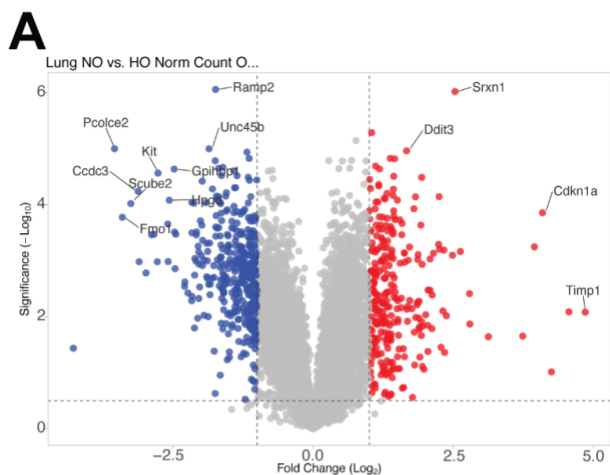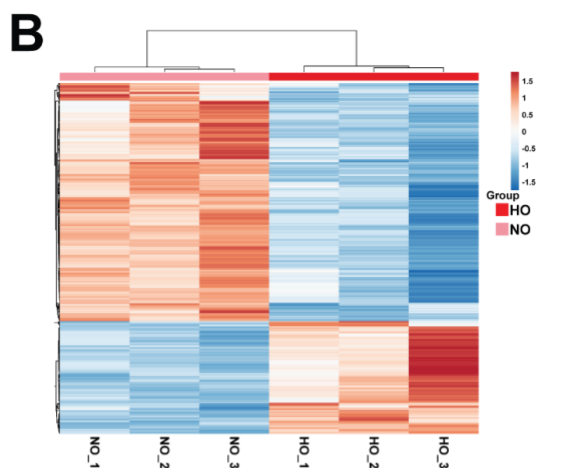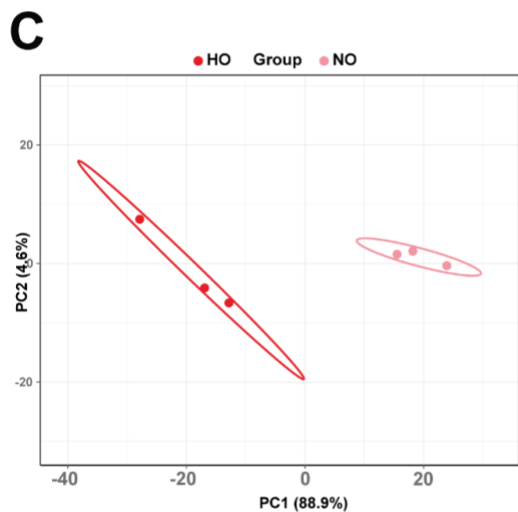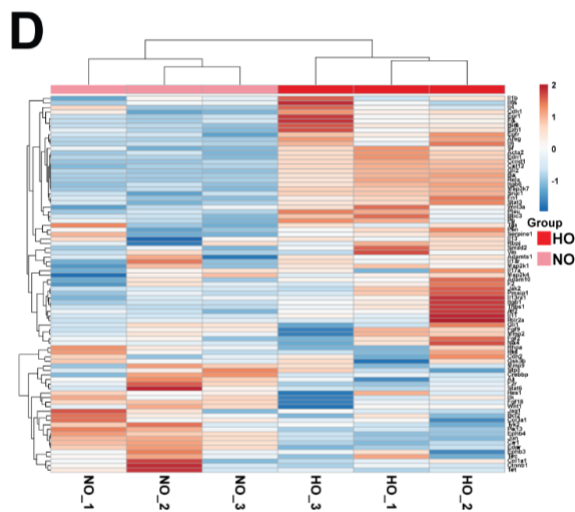Pulmonary Fibrosis Idiopathic Signaling Pathway

Acute Phase Response Signaling

WNT/ β -catenin Signaling

IL-15 Production

CREB Signaling in Neurons

IL-10 Signaling

STAT3 Pathway

Complement System

Breast Cancer Regulation by Stathmin1

Pyrimidine Deoxyribonucleotides De Novo Biosynthesis I

PDGF Signaling

FAK Signaling

HER-2 Signaling in Breast Cancer

Thrombin Signaling

Pyrimidine Ribonucleotides Interconversion

Cardiac Hypertrophy Signaling (Enhanced)

Angiopietin Signaling

G-Protein Coupled Receptor Signaling

Pyrimidine Ribonucleotides De Novo Biosynthesis

Human Embryonic Stem Cell Pluripotency

Nicotine Degradation II

- A) Volcano plot of lung gene expression array showing gene expression altered by hyperoxia exposure. 

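All 13 genes that Figure S3A labels passed the test in the lung, 9 lower and 4 higher in hyperoxia, also when adjusted over the list alone. The study picked them on these samples, so this is not independent evidence of their direction (adjusted p = 5.69e-04 from camera, and adjusted p = 0.0568 with an estimated correlation). Their median log2 fold change was -2.47 and their mean was -0.94. Timp1, an inhibitor of matrix metalloproteinases, went from a log2 signal of 7.89 ± 0.03 to 12.30 ± 0.52 (SD, n = 3 arrays each), or 21.2-fold (adjusted p = 1.28e-06 from limma). Cdkn1a, which encodes the cell cycle inhibitor p21, rose 15.0-fold, and the antioxidant gene Srxn1 rose by 2.42 on the log2 scale. Pcolce2, a collagen-processing enhancer, went from 11.86 ± 0.08 to 8.36 ± 0.27 (SD, n = 3), an 11.3-fold fall. The flavin monooxygenase Fmo1 fell 10.5-fold and Scube2 fell 9.23-fold. Genes of the capillary endothelium fell too, with the receptor gene Kit at -2.76, the prostaglandin-degrading enzyme gene Hpgd at -2.65 and Gpihbp1, which anchors lipoprotein lipase, at -2.47. Among genes detected in both exposure groups, the largest rise in the lung was that of Inhba, a subunit of activin, from 5.35 ± 0.25 to 10.25 ± 0.41 (SD, n = 3), or 30.0-fold (adjusted p = 1.15e-08), and 8.69-fold for Inhba in lung with no background correction. Chodl, a lectin-like membrane protein, was at least 17.2-fold higher and the stromelysin Mmp10 at least 13.6-fold higher. Neither bound holds under all alternatives. The log2 fold change of Chodl ranged from 2.56 to 8.65 and that of Mmp10 from 2.29 to 8.50. Gpnmb, a glycoprotein of macrophages, rose 15.2-fold and the chemokine Ccl8 rose 15.1-fold, or 7.46-fold without hyperoxia lung replicate 3. The largest fall among them was that of the adenylate cyclase Adcy8, from 9.42 ± 0.17 to 5.27 ± 0.05 (SD, n = 3), or 17.9-fold. Apol11b fell 16.5-fold, the glutamate receptor gene Gria1 fell 15.5-fold and the amino acid transporter gene Slc7a10 fell 10.8-fold.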

NO, normoxia (pink). HO, hyperoxia (red).
- B) Heatmap showing differential gene expression in normoxia versus hyperoxia-exposed mice.
- C) Principal components analysis showing differential clustering of mice exposed to normoxia versus hyperoxia. 

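Hyperoxia changed 2297 of 11214 genes tested in the lung (20.5%), 1110 higher and 1187 lower at an adjusted p under 0.05 from limma. At least 2-fold changes were measured for 993 genes, 475 higher and 518 lower. These numbered 435 with no background correction and 494 with 75th percentile scaling, and 3851 genes changed with array weights. The exposure groups did not overlap in 4859 genes (43.3%), where chance gives 10%. Over all tested genes, the first principal component held 64.8% of the variance and the second held 14.8%, and the 3 hyperoxia arrays lay apart from the 3 normoxia arrays on the first. Over genes changed at least 2-fold they held 89.3% and 5.56%, but these genes were chosen for differing between the same groups, so no separation is read from them. Camera called 18 of 33 lung gene lists, 11 higher and 7 lower, of which 7 hold with an estimated correlation, and fry called 18. The lists called by camera include that of Figure S3A, which the study picked on these samples. Other splits of the 6 lung arrays into 3 and 3 gave 12 to 20 called lists (median 15), so the number of lists is not read as an effect of the exposure. The 7 lists that hold are inflammatory cytokines, the acute phase response, the integrated stress response, p53 targets, endothelium, capillary endothelium and fibroblasts.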

PC, principal component.
- D) Heatmap showing differential expression of pulmonary fibrosis-related genes.
- E) Differentially expressed pathways in normoxia versus hyperoxia exposure, showing marked increases in fibrosis, acute phase response and WNT/ β -catenin-related pathways.

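Genes of the acute phase response rose in the hyperoxia lung. Of 19 measured, 14 rose, none fell and 5 did not pass the test, also when adjusted over the list alone (median log2 fold change 1.29, adjusted p = 3.97e-11 from camera, and adjusted p = 0.00225 with an estimated correlation). The serum amyloid gene Saa3 rose 13.9-fold, and Lcn2, an iron-scavenging protein, rose by 2.14 on the log2 scale (standard error 0.17). Of 26 genes of matrix and fibrosis, 9 rose, 2 fell and 15 did not pass (9 rose and 4 fell when adjusted over the list alone), with a median of 0.09 and a mean of 0.55. Mmp12, the macrophage elastase, rose by 3.13 (standard error 0.33), Thbs1, thrombospondin, rose by 2.57 (standard error 0.35) and Acta2, smooth muscle actin, rose by 1.34 (standard error 0.16). The elastin gene Eln fell by 0.82 and the crosslinking enzyme gene Loxl1 fell by 0.67, while the collagen gene Col1a1 had a log2 fold change of -0.12 (adjusted p = 0.826). The shift of the matrix and fibrosis list in lung had an adjusted p = 0.0458 from camera (adjusted p = 0.259 with an estimated correlation). That call was lost without hyperoxia ileum replicate 1 (adjusted p = 0.0545) or 3 (adjusted p = 0.0728) and in 5 other alternatives, up to an adjusted p of 0.131 with each tissue fitted alone (range over alternatives 0.0129 to 0.131). Of 24 genes of WNT signalling, 4 rose, 4 fell and 16 did not pass (5 rose and 6 fell when adjusted over the list alone; median -0.08, adjusted p = 0.623 from camera). Those that rose were Ccnd1 (1.24), the secreted WNT inhibitor Sfrp1 (3.02), Wnt7a (0.74) and Wnt3a (0.53). Those that fell were the WNT inhibitors Wif1 (-1.37) and Notum (-1.28), the Dickkopf family gene Dkk3 (-0.56) and the feedback gene Axin2 (-0.61). The WNT list holds both ligands and inhibitors, so its median and the camera test do not measure the activity of the pathway. For changes in either direction, fry called the WNT list (adjusted p = 4.50e-09). Of 13 secreted elastogenic and myofibroblast genes, 4 rose, 4 fell and 5 did not pass (4 rose and 5 fell when adjusted over the list alone; median -0.08, mean 0.36, adjusted p = 0.474 from camera), with the growth factor Igf1 at 3.31 and transgelin, Tagln, at 2.53.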

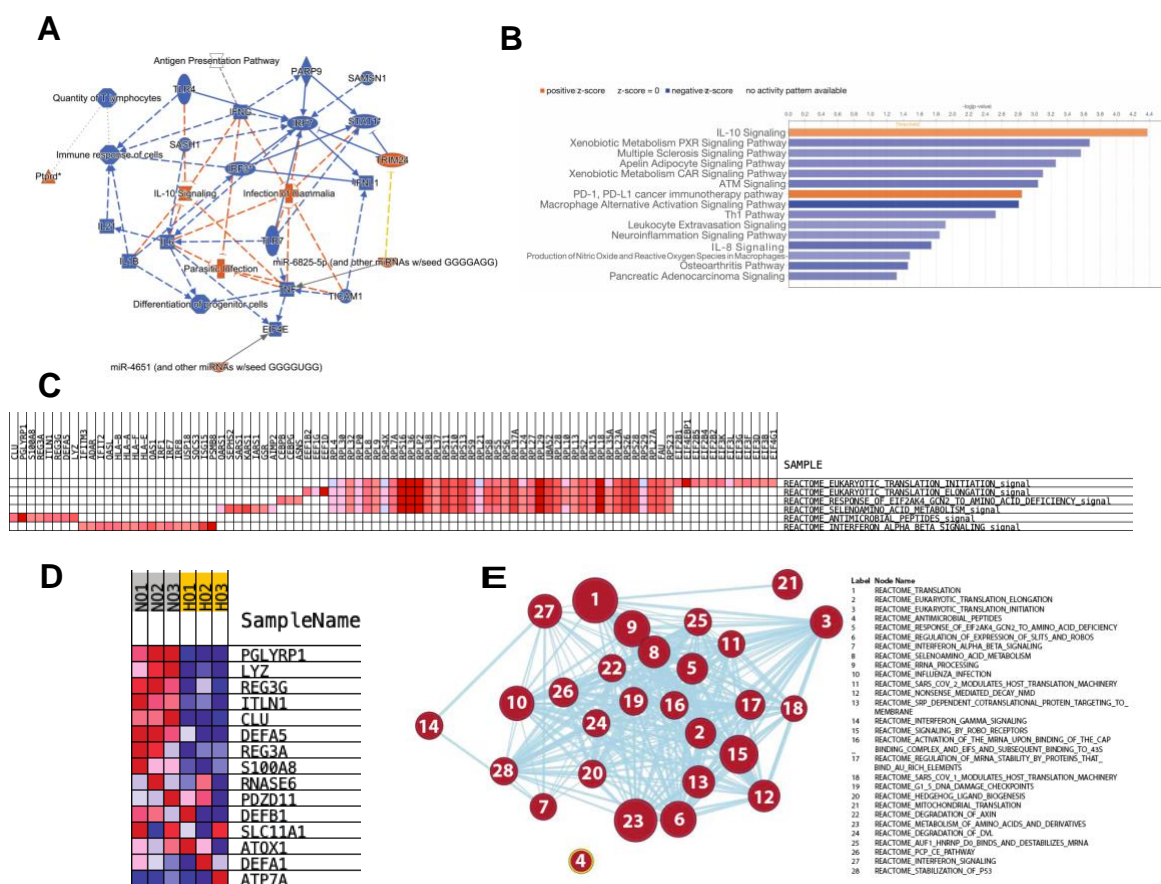

A) Graphical summary of pathways and networks generated by Ingenuity Pathway Analysis (IPA).

B) Top canonical pathways (IPA).

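Of 11 measured genes of the antimicrobial heatmap in Figure S4D, 4 fell, none rose and 7 did not pass the test in the ileum (5 fell when adjusted over the list alone). The study picked them on these samples, so this is not independent evidence of their direction (median log2 fold change -0.94, adjusted p = 0.0105 from camera, and adjusted p = 0.134 with an estimated correlation). Genes outside the test's threshold included the copper transporter Atp7a at 0.18 (adjusted p = 0.536), the copper chaperone Atox1 at -0.14 (adjusted p = 0.776), the ribonuclease Rnase6 at -0.20 (adjusted p = 0.637) and the metal transporter Slc11a1 at -0.07 (adjusted p = 0.863). The other tested probes of Slc11a1 had log2 fold changes of -1.27 (adjusted p = 0.00749 over probes) and -0.78 (adjusted p = 0.0154), and Slc11a1 in ileum passed with the mean of all tested probes (adjusted p = 0.0304, with a range over alternatives of 0.0304 to 0.979).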

- C) Heatmap of normalized enrichment scores (NES) of genes in top gene lists
- D) Heatmap showing expression of key antimicrobial peptides in hyperoxia (HO) versus normoxia (NO) corresponding to GSEA.
- E) GSE Map of gene sets with FDR (q) values <0.05 and Jaccard coefficients <0.01

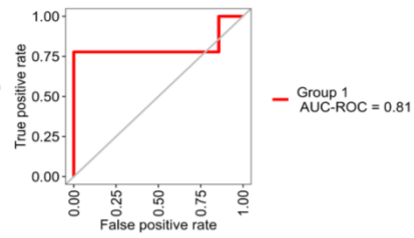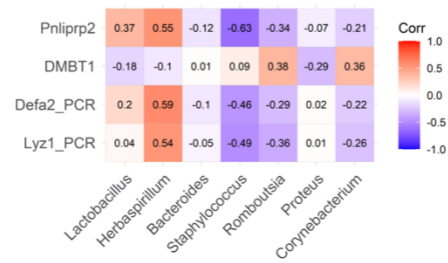

Figure S5. Hyperoxia alters the ileal microbiome.

- A) Quantitative PCR for a selection of differentially expressed genes showing alterations in expression of antimicrobial peptides and Paneth cell markers.
- B) Renyi-Hill diagram.
- C) Principal components analysis of Weighted UniFrac, $p = 0.1634$, pseudo-F = 1.8708 PERMANOVA, $p = 0.7553$ PERMDISP.
- D) Binomial regression using DESeq2 showing differences at the genera level in normoxia- or hyperoxia-exposed animals.
- E) Random forest model with important contributions from the genera *Staphylococcus*, *Ligilactobacillus*, and *Bacillus*.
- F) SpecEasi network analysis of the microbiota of hyperoxia and normoxia exposed mice.
- G) Relative abundance at the genera level.
- H) Spearman correlation analysis showing association between antimicrobial peptide expression by qPCR and differentially abundant genera. Correlation coefficients are displayed.

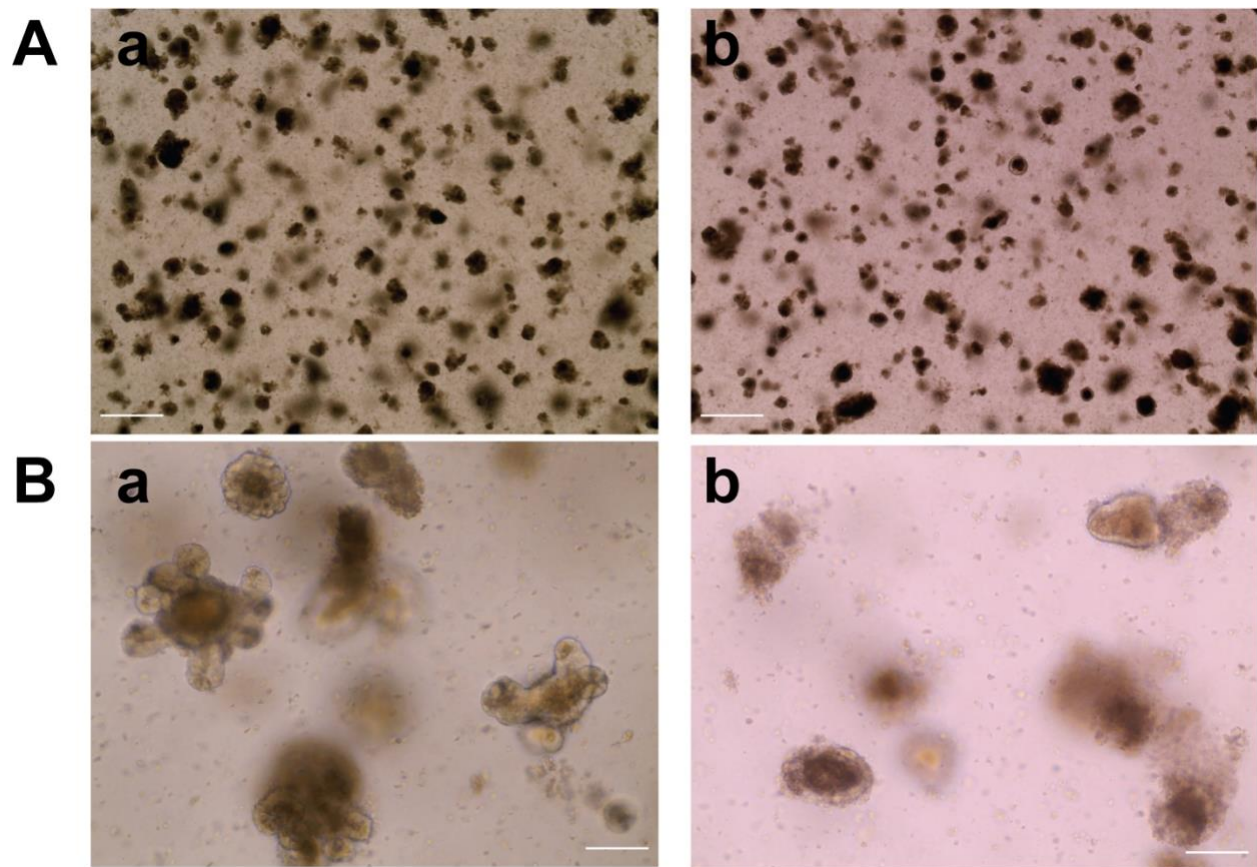

Figure S6. Hyperoxia exposure alters the morphology of intestinal organoids.

- A) Visual light microscopy at 4x of intestinal organoids after exposure to (a) normoxia or (b) hyperoxia for 24 h. Scale bar represents 1000 μm .

B) Visual light microscopy and 20x magnification showing less budding and differences in epithelial integrity in (b) hyperoxia exposed organoids. Scale bar represents 200 μm .

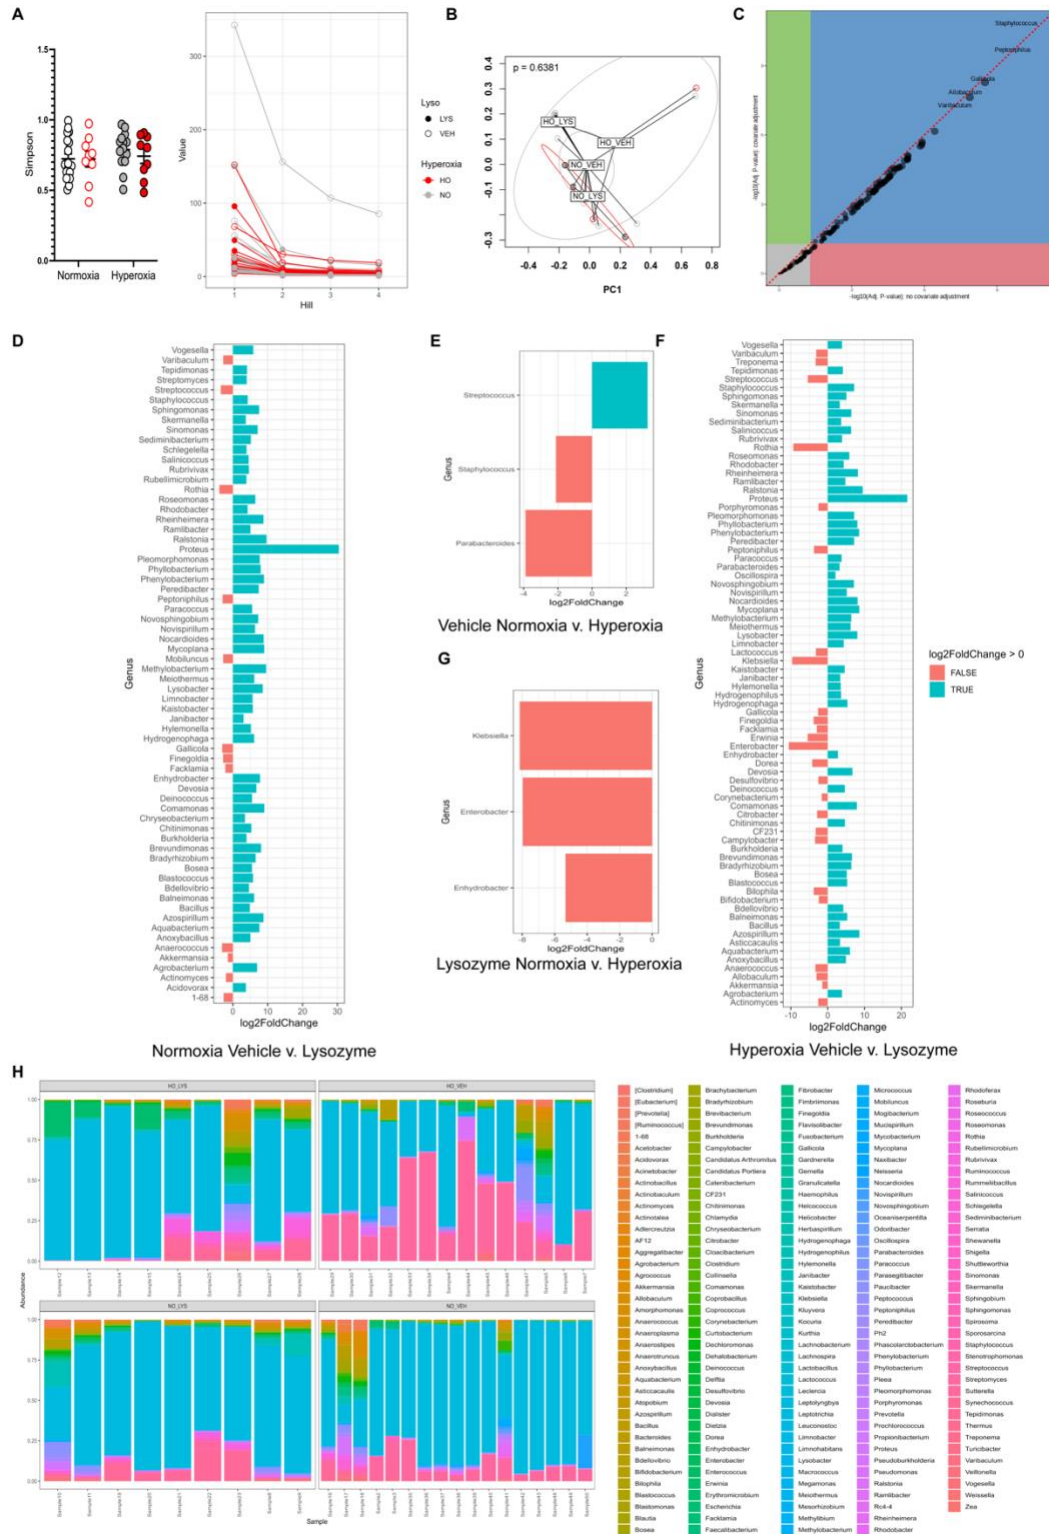

Figure S7. Lysozyme and hyperoxia alter the ileal microbiome.

A) Alpha diversity quantified by the Simpson index and Renyi-Hill number diversity.

B) Principal components analysis of weighted UniFrac $p = 0.6381$, pseudo-F = 0.6680 PERMANOVA, $p = 0.3445$ PERMDISP.

- C) MaAsLin 2 (Microbiome Multivariable Associations with Linear Models) showing differences in the intestinal microbiota.
- D) Binomial regression showing differences at the genera level in normoxia between vehicle and lysozyme exposed animals.
- E) Binomial regression showing differences between normoxia and hyperoxia vehicle-exposed control animals.
- F) Binomial regression showing differences between normoxia and hyperoxia lysozyme-exposed animals.
- G) Binomial regression showing differences at the genera level in hyperoxia between vehicle- and lysozyme exposed animals.
- H) Relative abundance at the genera level.

Table S1. Paneth cell markers significantly changed in the murine ileum in response to hyperoxia.

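Of 8 measured Paneth cell markers that the study lists for the ileum, 7 fell and 1 did not pass the test, also when adjusted over the list alone. The study picked them on these samples, so this is not independent evidence of their direction (median log2 fold change -1.51, adjusted p = 9.67e-06 from camera, and adjusted p = 0.140 with an estimated correlation). Dmbt1, a mucosal scavenger receptor that binds bacteria, went from a log2 signal of 13.26 ± 0.19 to 11.30 ± 0.40 (SD, n = 3 arrays each), a 3.89-fold fall (adjusted p = 2.54e-05 from limma). Gpx2, the glutathione peroxidase of the gut epithelium, fell by 1.74 on the log2 scale (standard error 0.29, adjusted p = 0.00140), with an adjusted p of 0.0653 once signal over background was a covariate (range over alternatives 1.64e-04 to 0.0653). Ang4, an antimicrobial ribonuclease of Paneth cells, went from 12.00 ± 0.13 to 10.53 ± 1.05 (SD, n = 3), a 2.76-fold fall (adjusted p = 0.0107), and its call was lost in 4 of 24 alternatives (range of adjusted p 1.31e-04 to 0.204). Itln1, intelectin, fell by 1.10 (standard error 0.25, adjusted p = 0.00740), a call lost with the authors' deposited normalized values and with the covariate (range over alternatives 3.73e-04 to 0.504). The 1 gene that did not pass was Reg3g. Defa1 was not analysed here.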

Symbol	Fold Change	P	Name
<i>Pnliprp2</i>	-5.01959	0.004608	pancreatic lipase-related protein 2
<i>Lyz1</i>	-4.10972	0.012384	lysozyme 1
<i>Dmbt1</i>	-3.8282	0.001136	Deleted In Malignant Brain Tumors 1
<i>Gpx2</i>	-3.32466	0.006985	glutathione peroxidase 2
<i>Reg3g</i>	-2.72808	0.008283	regenerating islet-derived 3 gamma
<i>Guca2b</i>	-2.43296	0.002597	guanylate cyclase activator 2b
<i>Ang4</i>	-2.37332	0.023716	angiogenin
<i>Itln1</i>	-2.10236	0.012832	intelectin 1
<i>Defa1</i>	-1.30565	0.038754	defensin, alpha 1

Table S2. Paneth cell markers significantly changed in the murine intestinal organoids in response to hyperoxia.

Symbol	Fold Change	P	Name
<i>Mptx2</i>	-6.10435	2.47E-06	mucosal pentraxin 2
<i>Dmbt1</i>	-5.79307	0.027013	deleted in malignant brain tumors 1
<i>Defa26</i>	-3.80301	1.77E-06	defensin, alpha, 26
<i>Kcnn4</i>	-2.89266	3.81E-05	potassium intermediate/small conductance calcium-activated channel, subfamily N, member 4
<i>Defa23</i>	-2.60226	0.000873	defensin, alpha, 23
<i>Ang4</i>	-2.38428	0.003666	angiogenin, ribonuclease A family, member 4
<i>Defa20</i>	-2.34975	0.013918	defensin, alpha, 20
<i>Defa22</i>	-2.2797	0.023124	defensin, alpha, 22
<i>Defa21</i>	-2.26413	0.027105	defensin, alpha, 21
<i>Defa5</i>	-2.20591	0.029043	defensin, alpha, 5
<i>Wnt3</i>	-1.70433	0.049799	wingless-type MMTV integration site family, member 3
<i>Spink4</i>	-1.65614	0.043295	serine peptidase inhibitor, Kazal type 4
<i>Pnliprp2</i>	-1.63384	0.000914	pancreatic lipase-related protein 2
<i>Dll4</i>	-1.54349	0.040336	delta like canonical Notch ligand 4
<i>Rap1a</i>	1.351647	0.054885	RAS-related protein 1a
<i>Tm4sf20</i>	1.902737	0.001682	transmembrane 4 L six family member 20
<i>Clca1</i>	2.660606	0.000193	chloride channel accessory 1
<i>Guca2b</i>	3.273845	1.09E-06	guanylate cyclase activator 2b (retina)
<i>Guca2a</i>	3.743392	6.98E-09	guanylate cyclase activator 2a (guanylin)

Table S3. Lung inflammation-related genes as compared to normoxia vehicle exposed mice.

Symbol	HO VEH vs. NO VEH		HO LYZ vs NO VEH		Database object name
	Fold Change	q	Fold Change	q	
<i>Ahsg</i>	626.6391	0.005346	21.07616	0.269682	alpha-2-HS-glycoprotein
<i>Csrp3</i>	14.15701	0.000613	-1.133	0.927459	cysteine and glycine-rich protein 3
<i>Mylk3</i>	6.296584	0.000862	-1.28659	0.76882	myosin light chain kinase 3
<i>Il1r2</i>	3.475312	0.025753	1.949132	0.294827	interleukin 1 receptor, type II
<i>Ptger3</i>	2.537922	0.000685	1.6335	0.116541	prostaglandin E receptor 3 (subtype EP3)
<i>Pbk</i>	2.51287	0.017812	1.556554	0.330692	PDZ binding kinase
<i>Ccl6</i>	2.087173	4.42E-06	1.087488	0.740466	chemokine (C-C motif) ligand 6
<i>Clec7a</i>	1.904633	4.27E-06	-1.19229	0.341095	C-type lectin domain family 7, member a
<i>Gpx1</i>	1.797218	2.05E-06	1.19287	0.262587	glutathione peroxidase 1
<i>Ccr2</i>	1.754312	0.026097	1.488087	0.138412	chemokine (C-C motif) receptor 2
<i>Irf5</i>	1.608403	0.014589	1.329064	0.186512	interferon regulatory factor 5
<i>Chid1</i>	1.593086	0.006607	1.357239	0.100582	chitinase domain containing 1
<i>Ndufs4</i>	1.580271	0.000592	1.035841	0.872654	NADH:ubiquinone oxidoreductase core subunit S4
<i>Ctla2a</i>	1.517331	0.00679	1.172581	0.402791	cytotoxic T lymphocyte-associated protein 2 alpha
<i>Stk39</i>	1.513097	0.043299	1.442597	0.074579	serine/threonine kinase 39
<i>Bst1</i>	1.51008	0.035102	1.110652	0.693385	bone marrow stromal cell antigen 1
<i>Dicer1</i>	-1.58638	0.000146	-1.1519	0.361353	dicer 1, ribonuclease type III
<i>F2r</i>	-1.67139	3.58E-05	-1.13661	0.444461	coagulation factor II (thrombin) receptor
<i>Ackr2</i>	-1.69257	0.00167	-1.08879	0.730939	atypical chemokine receptor 2
<i>Kdm6b</i>	-1.6956	2.7E-05	-1.29584	0.071318	KDM1 lysine (K)-specific demethylase 6B
<i>Akna</i>	-1.73878	0.001889	-1.44747	0.052764	AT-hook transcription factor
<i>Cybb</i>	-1.75339	0.001212	-1.36063	0.113292	cytochrome b-245, beta polypeptide
<i>Cdh5</i>	-1.78237	2.99E-05	-1.12635	0.542984	cadherin 5
<i>Adora2a</i>	-2.30738	0.000152	-1.4867	0.113343	adenosine A2a receptor
<i>C1qtnf3</i>	-2.98067	0.006724	-1.60992	0.30865	C1q and tumor necrosis factor related protein 3

Table S4. Genes-related to endothelial cell regulation.

	HO VEH vs. RA VEH		HO LYZ vs RA VEH		
Symbol	FC	q	FC	q	Database object name
<i>Mt3</i>	171.49	0.039911	79.74	0.085312	metallothionein 3
<i>Gata4</i>	3.57	0.001527	1.45	0.48924	GATA binding protein 4
<i>Igf2</i>	2.56	8.07E-05	-1.22	0.560584	insulin-like growth factor 2
<i>Aldh1a2</i>	2.41	2.33E-05	1.19	0.560409	aldehyde dehydrogenase family 1, subfamily A2
<i>Smoc2</i>	2.10	1.53E-05	1.08	0.785722	SPARC related modular calcium binding 2
<i>Gpx1</i>	1.80	2.05E-06	1.19	0.262587	glutathione peroxidase 1
<i>Ccr2</i>	1.75	0.026097	1.49	0.138412	chemokine (C-C motif) receptor 2
<i>Itgb1bp1</i>	1.69	0.000516	1.25	0.216524	integrin beta 1 binding protein 1
<i>Nr4a1</i>	1.67	0.034821	-1.17	0.62015	nuclear receptor subfamily 4, group A, member 1
<i>Mydgf</i>	1.60	0.000569	1.32	0.060535	myeloid derived growth factor
<i>Fgf18</i>	1.50	0.013835	1.03	0.916387	fibroblast growth factor 18
<i>Stard13</i>	-1.50	0.025186	-1.04	0.9001	StAR-related lipid transfer (START) domain containing 13
<i>Jup</i>	-1.50	0.003187	-1.18	0.324177	junction plakoglobin
<i>Cxcl12</i>	-1.50	0.01231	1.01	0.985026	chemokine (C-X-C motif) ligand 12
<i>Paxip1</i>	-1.55	0.005012	-1.24	0.22634	PAX interacting (with transcription-activation domain) protein 1
<i>Crkl</i>	-1.56	0.003138	-1.03	0.909193	v-crk avian sarcoma virus CT10 oncogene homolog-like
<i>Dicer1</i>	-1.59	0.000146	-1.15	0.361353	dicer 1, ribonuclease type III
<i>Mecp2</i>	-1.59	0.000473	-1.08	0.682247	methyl CpG binding protein 2
<i>Jag1</i>	-1.59	0.002791	1.14	0.53448	jagged 1
<i>Flt1</i>	-1.59	0.008216	1.03	0.929469	FMS-like tyrosine kinase 1
<i>Ece1</i>	-1.64	1.62E-05	-1.19	0.207628	endothelin converting enzyme 1
<i>Fzd4</i>	-1.67	0.034973	1.25	0.431742	frizzled class receptor 4
<i>Atoh8</i>	-1.68	0.001662	-1.39	0.06783	atonal bHLH transcription factor 8
<i>Kdm6b</i>	-1.70	2.7E-05	-1.30	0.071318	KDM1 lysine (K)-specific demethylase 6B
<i>Ptprm</i>	-1.71	2.19E-05	-1.06	0.778646	protein tyrosine phosphatase, receptor type, M
<i>Sp1</i>	-1.72	4.56E-05	-1.20	0.26853	trans-acting transcription factor 1
<i>Cdh5</i>	-1.78	2.99E-05	-1.13	0.542984	cadherin 5
<i>Pecam1</i>	-1.79	2.22E-05	-1.23	0.220446	platelet/endothelial cell adhesion molecule 1
<i>Pde4d</i>	-1.81	0.000142	-1.33	0.104711	phosphodiesterase 4D, cAMP specific
<i>Flt4</i>	-1.87	1.53E-06	-1.18	0.332498	FMS-like tyrosine kinase 4
<i>Il6ra</i>	-2.55	4E-05	-1.56	0.084073	interleukin 6 receptor, alpha
<i>Lgals12</i>	-5.58	0.043358	1.26	0.832064	lectin, galactose binding, soluble 12

<i>Fgf2</i>	-6.15	0.047026	2.32	0.342984	fibroblast growth factor 2

Table S5. Genes with opposite regulation associated with lysozyme supplementation.

	HO_VEH<br>vs.<br>RA_VEH<br>FC	HO_VEH<br>vs.<br>RA_VEH q	HO_LYZ<br>vs.<br>RA_VEH<br>FC	HO_LYZ<br>vs.<br>RA_VEH<br>q	HO_LYZ<br>vs.<br>HO_VEH<br>FC	HO_LYZ<br>vs.<br>HO_VEH<br>q	Database object name
<i>Slc4a1</i>	13.69	0.000426	-11.55	0.003672	-158.08	2.94E-10	sarcolipin
<i>Myl7</i>	6.38	0.001178	-4.37	0.013565	-27.89	4.11E-09	myosin, light polypeptide 7, regulatory
<i>Hba-a2</i>	4.21	0.000184	-2.45	0.032445	-10.30	1.53E-09	hemoglobin alpha, adult chain 2
<i>Hbb-bt</i>	4.16	0.000119	-2.83	0.007483	-11.79	2.44E-11	hemoglobin, beta adult t chain
<i>Hba-a1</i>	3.87	0.000579	-2.65	0.019222	-10.22	2.74E-09	hemoglobin alpha, adult chain 1
<i>Snca</i>	3.63	0.000852	-2.38	0.038694	-8.65	2.51E-08	synuclein, alpha
<i>Alas2</i>	3.61	0.000565	-3.21	0.001881	-11.59	2.27E-11	aminolevulinic acid synthase 2, erythroid
<i>Hbb-bs</i>	2.97	0.016819	-4.08	0.000942	-12.09	4.03E-09	
<i>Slc4a1</i>	2.47	0.008169	-2.32	0.015472	-5.74	1.53E-07	solute carrier family 4 (anion exchanger), member 1
<i>Cpe</i>	1.74	0.000235	-1.75	0.000201	-3.03	5.23E-14	carboxypeptidase E
<i>Igfbp5</i>	1.51	0.041052	-1.82	0.001169	-2.75	4.24E-08	insulin-like growth factor binding protein 5
<i>mt-Rnr2</i>	1.51	0.016924	-1.60	0.004611	-2.41	5.45E-08	mitochondrially encoded 16S rRNA
<i>S100a1</i>	1.39	0.036962	-1.41	0.023687	-1.97	7.7E-06	S100 calcium binding protein A1
<i>Glg1</i>	-1.53	0.034846	1.86	0.000484	2.84	6.73E-09	golgi apparatus protein 1
<i>Abhd2</i>	-1.99	0.003723	1.79	0.014075	3.56	3.21E-08	abhydrolase domain containing 2

Table S5. Enrichment analysis table.

Node Name	FDR (q)	Gene Set Size	NES
REACTOME TRANSLATION	<1E-04	231	2.4031

REACTOME EUKARYOTIC TRANSLATION ELONGATION	<1E-04	78	2.3969
REACTOME EUKARYOTIC TRANSLATION INITIATION	<1E-04	98	2.3784
REACTOME ANTIMICROBIAL PEPTIDES	3.00E-04	15	2.3316
REACTOME RESPONSE OF EIF2AK4 GCN2 TO AMINO ACID DEFICIENCY	4.00E-04	82	2.2736
REACTOME REGULATION OF EXPRESSION OF SLITS AND ROBOS	5.00E-04	134	2.2938
REACTOME INTERFERON ALPHA BETA SIGNALING	9.00E-04	38	2.2267
REACTOME SELENOAMINO ACID METABOLISM	0.001	93	2.2335
REACTOME RRNA PROCESSING	0.001	136	2.2388
REACTOME INFLUENZA INFECTION	0.0011	120	2.1934
REACTOME SARS COV 2 MODULATES HOST TRANSLATION MACHINERY	0.0012	40	2.1739
REACTOME NONSENSE MEDIATED DECAY NMD	0.0014	91	2.1568
REACTOME SRP DEPENDENT COTRANSLATIONAL PROTEIN TARGETING TO MEMBRANE	0.0025	95	2.1232
REACTOME INTERFERON GAMMA SIGNALING	0.0029	47	2.1057
REACTOME SIGNALING BY ROBO RECEPTORS	0.0041	158	2.0409
REACTOME ACTIVATION OF THE MRNA UPON BINDING OF THE CAP BINDING COMPLEX AND EIFS AND SUBSEQUENT BINDING TO 43S	0.0041	49	2.0739
REACTOME REGULATION OF MRNA STABILITY BY PROTEINS THAT BIND AU RICH ELEMENTS	0.0042	66	2.0695
REACTOME SARS COV 1 MODULATES HOST TRANSLATION MACHINERY	0.0042	31	2.0266
REACTOME G1 S DNA DAMAGE CHECKPOINTS	0.0042	51	2.0493
REACTOME HEDGEHOG LIGAND BIOGENESIS	0.0043	49	2.0314
REACTOME MITOCHONDRIAL TRANSLATION	0.0044	74	1.9974
REACTOME DEGRADATION OF AXIN	0.0045	46	2.0154
REACTOME METABOLISM OF AMINO ACIDS AND DERIVATIVES	0.0046	207	2.0027

<u>REACTOME DEGRADATION OF DVL</u>	0.0046	44	2.0005
<u>REACTOME AUF1 HNRNP D0 BINDS AND DESTABILIZES MRNA</u>	0.0046	45	2.012
<u>REACTOME PCP CE PATHWAY</u>	0.0047	64	1.9909
<u>REACTOME INTERFERON SIGNALING</u>	0.0047	112	2.0068
<u>REACTOME STABILIZATION OF P53</u>	0.005	47	1.9831

References

1. Kilkenny, C., Browne, W.J., Cuthill, I.C., Emerson, M., and Altman, D.G. (2010). Improving bioscience research reporting: the ARRIVE guidelines for reporting animal research.
2. Willis, K.A., Siefker, D.T., Aziz, M.M., White, C.T., Mussarat, N., Gomes, C.K., Bajwa, A., Pierre, J.F., Cormier, S.A., and Talati, A.J. (2019). Perinatal maternal antibiotic exposure augments lung injury in offspring in experimental bronchopulmonary dysplasia. *American Journal of Physiology - Lung Cellular and Molecular Physiology* 3, 21. 10.1152/ajplung.00561.2018.
3. Nardiello, C., Mižíková, I., Silva, D.M., Ruiz-Camp, J., Mayer, K., Vadász, I., Herold, S., Seeger, W., and Morty, R.E. (2017). Standardisation of oxygen exposure in the development of mouse models for bronchopulmonary dysplasia. *Disease models & mechanisms* 10, 185–196. 10.1242/dmm.027086.
4. Wang, W., Yan, T., Guo, W., Niu, J., Zhao, Z., Sun, K., Zhang, H., Yu, Y., and Ren, T. (2021). Constitutive GLI1 expression in chondrosarcoma is regulated by major vault protein via mTOR/S6K1 signaling cascade. *Cell Death Differ* 28, 2221–2237. 10.1038/s41418-021-00749-4.
5. Metsalu, T., and Vilo, J. (2015). ClustVis: a web tool for visualizing clustering of multivariate data using Principal Component Analysis and heatmap. *Nucleic Acids Res* 43, W566–W570. 10.1093/nar/gkv468.
6. Baker, J.M., Hinkle, K.J., McDonald, R.A., Brown, C.A., Falkowski, N.R., Huffnagle, G.B., and Dickson, R.P. (2021). Whole lung tissue is the preferred sampling method for amplicon-based characterization of murine lung microbiota. *Microbiome* 9, 99. 10.1186/s40168-021-01055-4.

How the deposited data were processed for this re-analysis (not part of the article)

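Gene expression was read on 12 MouseWG-6 v2.0 bead arrays, 3 each from normoxia lung, hyperoxia lung, normoxia ileum and hyperoxia ileum. The authors deposited the average bead signal intensity of each probe as exported by GenomeStudio, with neither background subtraction nor normalization. The deposited detection p-values give each probe's signal against the array's negative control probes. A second deposited set of intensities holds the authors' background-subtracted and quantile-normalized values on a linear scale, whose exact method is not given in the sources used here, and it was used only as an alternative. RNA was extracted with RNeasy columns and DNase treatment and labelled with biotin, and the paper states that RNA quality was tested without giving the values. Each of the 12 arrays detected 42.6% to 46.0% of 45281 probes, and replicate arrays correlated with r of 0.954 to 0.988 across probes, which does not measure independent samples.

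Intensities were background-corrected, quantile-normalized and log2-transformed with neqc of limma 3.58.1 in R 4.3.3, with an offset of 16. Of the probes, 34885 had 1 gene symbol, 18 had several and 10378 had none, and only those with 1 symbol were used. A probe was tested in a tissue with a detection p-value under 0.05 on at least 3 of its 6 arrays. A gene took its brightest tested probe. Folds of single genes, and those given as at least a value, depend on the background correction, and with none some of the larger ones were several times smaller. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

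A limma model with a mean for each of 4 groups was fitted over 12 arrays, and moderated p-values were adjusted by Benjamini-Hochberg within each comparison. A gene was called at an adjusted p under 0.05, and called changes of a log2 fold change of at least 1 were counted as 2-fold. The comparisons were hyperoxia against normoxia in the ileum, the same in the lung, and the difference between these (ileum minus lung). All adjusted p-values of genes come from limma. Gene lists were compared with the other tested genes by camera of limma with a preset correlation of 0.01, again with a correlation estimated from the arrays, and by fry, for lists of at least 3 tested genes. Their p-values were adjusted over the lists of a comparison, and the counts adjusted over the list alone take the genes of that list only. With 3 arrays against 3, the smallest exact p is 0.1, so no exact test of single genes was made.

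The genes named were taken from the genes the study names for these arrays, the 10 largest rises and 10 largest falls in each tissue among called genes with non-overlapping groups, up to 4 genes of each list by the size of their moderated statistic (any gene where a sentence describes its whole list), and the 6 largest differences between the tissues, leaving out predicted genes, and not every gene of these groups is named. Beyond that rule, Arg1, Il13, Sftpc, Col1a1, Pdgfra, Plin2, Igf1, Loxl1, Eln, Cd8b1 and Srsf11 were named after their values were seen.

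The model fit and the list test by camera were tested on simulated data. Noise independent between genes was added to values already normalized, and 200 genes were changed in each tissue. Background correction, normalization and the detection filter were therefore not tested. In the ileum, 62% of 100 genes changed by a log2 of 1 and 97% of 100 changed by a log2 of 2 were recovered, with 14 false calls (8.09% of calls). In the lung these were 60% and 97%, with 7 false calls (4.27%). A shifted list was called in each tissue (adjusted p = 2.03e-14 from camera for proliferation in the ileum and 2.45e-16 for endothelium in the lung), with 0 other lists called. The simulated genes were not correlated, whereas other splits of the real arrays called 3 to 15 ileum and 12 to 20 lung lists. The 0 therefore does not apply to lists of correlated genes.

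The alternatives were no background correction, scaling to the 75th percentile, the deposited normalized values, no detection filter, a stricter filter, each tissue fitted alone, an ordinary linear model, moderation with trend and robust settings, the replicate number as a block, array weights, the mean of all tested probes, probes in place of genes, unadjusted p-values with a 2-fold limit, tissue by source name, principal components on 2-fold genes and leaving out each array. A covariate for signal over background and each other Lyz1 probe were added after seeing the data. In the ileum the covariate does not overlap between the exposure groups, so it cannot separate signal from exposure there. With tissue by source name, the comparisons called ileum and lung set ileum arrays against lung arrays by their markers, so they do not measure the exposure. A block for the bead chip was not run. Genes for which no probe is named, among them Defa1, Defa5, Defa6 and Clu, were not analysed here, and no other experiment of the paper was used here.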

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

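The count of genes with opposite probes and the covariate for signal over background were chosen only after the results were seen.

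The effect of hyperoxia differed between ileum and lung for 2778 of 10228 genes (27.2%), by a limma test of the difference itself, 1332 higher and 1446 lower in ileum minus lung. With 75th percentile scaling 1236 were higher and 1924 lower (39.1% higher), and 372 and 751 at 2-fold. With array weights 4400 genes differed, and with the covariate 1177. Of 80 splits drawn of 200 possible, 1 gave as many genes, the real one. The splits break up the exposure groups within the tissues, so they cannot tell a difference between tissues from an effect in either. The 59 splits that kept the groups of neither tissue gave 0 genes. The 12 that kept only those of the ileum gave 27 to 172, and the 7 that kept only those of the lung gave 374 to 662. The highest other split gave 2130, and it keeps the exposure groups of both tissues with those of 1 tissue turned over, which is a structure of the samples. The 6 genes with the largest differences were the serum amyloid gene Saa3 (-6.50, range over alternatives -7.08 to -5.37), the activin subunit Inhba (-5.17, range -5.97 to -3.24), the cell cycle inhibitor Cdkn1a (-5.12, range -5.30 to -4.81), the chemokine Ccl7 (-4.61, range -5.35 to -2.89), the cystine transporter Slc7a11 (-4.53) and Reg3g (-4.51, adjusted p = 0.0273). Slc7a11 was detected on 0 of 3 hyperoxia ileum and 1 of 3 normoxia lung arrays, so its value and its place in this order are not exact (range over alternatives -6.34 to -1.62). The Reg3g difference between tissues ranged from -6.10 (without normoxia lung replicate 3) to -3.25 (without normoxia lung replicate 2), so its place is not exact either, and it was called in 14 of 23 alternatives (adjusted p from 1.96e-04 to 0.273), and not without normoxia lung replicate 1 (0.0651), normoxia ileum replicate 2 (0.0563) or 3 (0.0513) or hyperoxia lung replicate 2 (0.0608).

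By camera, 12 of 19 lists differed between the tissues, each lower in ileum minus lung. Of these, the acute phase response (-1.89, adjusted p = 8.60e-08) and the integrated stress response (-1.07, adjusted p = 4.14e-07) hold with an estimated correlation (adjusted p = 0.00526 and 0.00813). The others have estimated adjusted p from 0.0624 to 0.545. They are inflammatory cytokines (-2.63), proliferation (-1.26), macrophages and monocytes (-1.15), MHC class II (-1.11), p53 targets (-0.77), oxidative phosphorylation (-0.64), interferon response and MHC class I (-0.62), HIF targets (-0.56), NRF2 targets (-0.53) and ribosomal proteins (-0.45).

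Ileum lists other than the antimicrobial genes of the paper's ileum text shifted by camera, of which Table S5 of the supplement names interferon signalling and translation. Their medians, with ranges over alternatives, were -1.43 for adult-type enterocytes (-3.27 to -0.43; -0.87 with genes not detected in 1 group at their bounds), -1.18 for MHC class II (-1.54 to -0.84), -0.96 for T cells (-1.86 to -0.42; -0.94 with bounds), -0.86 for B cells and plasma cells (-1.24 to -0.45) and -0.73 for interferon response and MHC class I (-1.10 to -0.64). None of these holds with an estimated correlation (adjusted p = 0.122, 0.227, 0.341, 0.341 and 0.210 in this order). Of 17 acute phase genes, 8 fell and 9 did not pass, also over the list alone (median -0.82, adjusted p = 0.00499, and adjusted p = 0.122 with an estimated correlation), and Serpina3n was at least 2.44-fold lower. Without normoxia ileum replicate 1 (adjusted p = 0.0987) or 2 (0.0908) the acute phase response list in ileum was not called (range over alternatives 0.00129 to 0.0987). Of 13 enteroendocrine genes, 6 fell, 1 rose and 6 did not pass, also over the list alone (median -0.71, adjusted p = 0.0210, and adjusted p = 0.519 with an estimated correlation), with somatostatin, Sst, at -1.41 and neurotensin, Nts, at 1.10. The enteroendocrine cells list in ileum was not called without hyperoxia ileum replicate 3 (adjusted p = 0.0786) or with array weights (0.0911), with a range over alternatives of 0.00474 to 0.0911. Of 10 suckling-type enterocyte genes, 5 rose, 1 fell and 4 did not pass, also over the list alone (median 0.44, adjusted p = 0.0406, and adjusted p = 0.425 with an estimated correlation), with the endocytic receptor Lrp2 at 1.64. In 8 of 23 alternatives (range 0.00982 to 0.283) the suckling-type enterocytes list in ileum was not called, among them without normoxia ileum replicate 1 (adjusted p = 0.116) or 2 (0.0682) and hyperoxia ileum replicate 1 (0.119) or 2 (0.0593).

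Lists of housekeeping genes shifted too in the ileum, whose hyperoxia arrays had less signal over background. Of 61 ribosomal protein genes, 19 fell and 42 did not pass (20 fell and 1 rose over the list alone; median -0.33, adjusted p = 0.00143, and adjusted p = 0.519 with an estimated correlation), with Rplp2 at -1.43. Of 70 oxidative phosphorylation genes, 16 fell, 1 rose and 53 did not pass (11 fell and 1 rose over the list alone; median -0.43, adjusted p = 0.00541, and adjusted p = 0.741 with an estimated correlation), with Atp5k at -1.79. The oxidative phosphorylation list in ileum was not called without hyperoxia ileum replicate 3 (adjusted p = 0.366) or with the covariate (0.0702), with a range over alternatives of 1.82e-05 to 0.366. Of 26 integrated stress response genes, 9 fell, 1 rose and 16 did not pass, also over the list alone (median -0.30, adjusted p = 0.0210, and adjusted p = 0.189 with an estimated correlation), with Trib3 at -1.18. The integrated stress response list in ileum was not called without normoxia ileum replicate 1 (adjusted p = 0.0628) or hyperoxia ileum replicate 1 (0.0756), with array weights (0.0631) or with the covariate (0.0773), with a range over alternatives of 0.00539 to 0.0773.

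In the lung, lymphocyte genes fell. Of 9 T cell genes, 8 fell and 1 rose (median -1.50, adjusted p = 2.06e-05, and adjusted p = 0.212 with an estimated correlation), with Klrd1 at -1.73. Of 9 B cell and plasma cell genes, 8 fell and 1 did not pass (median -1.29, adjusted p = 5.41e-06, and adjusted p = 0.139 with an estimated correlation), with Cd79b at -1.62. Of 16 macrophage and monocyte genes, 9 rose and 7 did not pass (10 rose over the list alone; median 1.11, adjusted p = 5.81e-06, and adjusted p = 0.201 with an estimated correlation), with Ms4a6d at 2.71. Of 28 proliferation genes, 23 rose and 5 did not pass (27 rose over the list alone; median 1.07, adjusted p = 7.50e-12, and adjusted p = 0.0927 with an estimated correlation), with Cdk1 at 1.58. Of 24 p53 targets, 10 rose, 2 fell and 12 did not pass (12 rose and 2 fell over the list alone; median 0.59, adjusted p = 6.99e-07), with Gtse1 at 2.90. Of 26 NRF2 targets, 11 rose and 15 did not pass (14 rose and 1 fell over the list alone; median 0.56, adjusted p = 1.36e-06, and adjusted p = 0.0568 with an estimated correlation), with heme oxygenase, Hmox1, at 2.51. Of 26 integrated stress response genes, 14 rose, 1 fell and 11 did not pass (20 rose and 2 fell over the list alone; median 0.56, adjusted p = 1.40e-07), with Atf3 at 2.59. Of 12 smooth muscle genes, 6 rose, 1 fell and 5 did not pass (7 rose and 1 fell over the list alone; median 0.60, adjusted p = 8.09e-04, and adjusted p = 0.201 with an estimated correlation), with Tpm2 at 1.87. Of 71 oxidative phosphorylation genes, 5 rose, 1 fell and 65 did not pass (1 fell over the list alone; median 0.33, adjusted p = 0.00115, and adjusted p = 0.684 with an estimated correlation). Of 8 heart muscle genes, 2 fell and 6 did not pass (median -0.81, adjusted p = 0.0317, and adjusted p = 0.596 with an estimated correlation), with Actc1 at -1.41. The heart muscle list in lung was not called without normoxia lung replicate 3 (adjusted p = 0.281) or hyperoxia lung replicate 1 (0.235), with the deposited values (0.0753) or with each tissue alone (0.0851), with a range over alternatives of 4.48e-05 to 0.281.

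In the ileum, 31 of 4107 genes with several tested probes had called probes in opposite directions, against 0 of 4230 in the lung. Srsf11, a splicing factor, had probes from -1.45 to 1.15. The number was 3 without normoxia ileum replicate 3, 6 without normoxia ileum replicate 2, 12 without hyperoxia ileum replicate 3, and 22, 25 and 38 without each of the others.

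Adult-type enterocyte genes fell in the hyperoxia ileum. Stem cell minus adult-type genes shifted by 1.37 (standard error 0.087), where a smaller share of all epithelium, stem cells included, needs equal falls. This argues against such a smaller share only if the stem cell genes are expressed in epithelium alone, which was not tested. The shift of 1.37 is mostly the adult-type fall itself (mean -1.40, against -0.03 for stem cell genes). Of the 6 adult-type genes, 2 have only bounds, which the shift does not use (list median -1.43, or -0.87 with bounds). A loss of only the differentiated epithelium would give the same shift and cannot be told apart. A delayed switch from suckling-type to adult-type enterocyte genes stays open, since the suckling-type list shifted by 0.37 (standard error 0.087), a list call that several alternatives end. A more proximal piece of gut cannot be told apart, because proximal minus distal markers shifted by 0.17 (standard error 0.076), under the 3 standard errors set for it.

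Interferon and MHC class I genes fell in the hyperoxia ileum. Lower raw signal of the hyperoxia ileum arrays, acting alike on genes of the same expression, is argued against as the whole cause. Of 10000 random lists matched on expression, 0 had as low a median (lowest -0.38). Genes of random lists are not correlated as those of this list are (estimated correlation 0.27), so this does not test the fall against chance. Fewer T cells in the hyperoxia ileum samples stay open, since T cell minus interferon genes shifted by -0.13 (standard error 0.18). The T cell probe with the highest signal, that of Cd8b1, was at 11.47 in normoxia and did not pass (0.19, adjusted p = 0.440), while Cd3g went from 8.09 to 6.44, and signals of different probes do not rank the abundance of genes. Of the 9 T cell genes, 0 are in other lists and 0 were picked by the study.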

How the results depend on the processing

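The covariate for signal over background and the other Lyz1 probes were chosen only after the results were seen. Of 202 values of the main results under alternatives, 179 kept their direction and side of the threshold or stayed within 1.5 times, 21 moved, 1 weakened and 1 reversed. The 21 include the first-component shares on 2-fold genes, which were set as moved without that rule. They lie within 1.5 times (85.8% against 65.0% in the ileum and 89.3% against 64.8% in the lung). Of 1512 values of single lists, 1444 were the same, 35 stronger, 32 weaker and 1 reversed, and of 2249 values of single genes, 2191 were the same, 24 stronger and 34 weaker. Genes changed in the ileum numbered 1524 with each tissue alone, 4673 with array weights, 7235 with tissue by source name, 643 with the covariate and 1401 to 3587 when leaving out 1 array. Genes changed at least 2-fold there numbered 310 with no background correction, 383 with the 75th percentile, 4348 with tissue by source name, 591 with the covariate and 540 to 1439 when leaving out 1 array. In the lung, 3851 genes changed with array weights and 6611 with tissue by source name, and 2-fold changes numbered 435 with no background correction, 494 with the 75th percentile and 3936 with tissue by source name. The genes that differed between tissues numbered 4400 with array weights and 1177 with the covariate. The first component held 85.8% in the ileum and 89.3% in the lung with 2-fold genes, which were chosen for differing. The median of Paneth cell antimicrobials was -1.10 with the deposited values (adjusted p = 0.0691 from camera, with a range of 9.73e-08 to 0.0691) and 5.94 with tissue by source name. By the markers, the ileum and lung comparisons of that setting put ileum arrays against lung arrays under the same treatment label. Its counts of genes changed in the ileum and in the lung, and the 5.94, are therefore differences between tissues and not effects of the exposure. They are nevertheless counted among the 202 values. The skeletal muscle list in ileum reversed with the covariate (1.95, adjusted p = 0.0260, with a range of 0.0260 to 0.980). Apart from that comparison of tissues, the causes of these changes were not tested. With the replicate block, 2013 genes changed in the ileum, 1803 in the lung and 1972 between tissues. Between the exposure groups, however, 0 of 3 same-numbered pairs in each tissue correlated best with their own number, so no pairing was used. Correlations over 3 arrays cannot settle whether the design was paired. Between normoxia lung and normoxia ileum 3 of 3 pairs did (r from 0.04 to 0.14), a hint from the data and not from the design. Between hyperoxia lung and hyperoxia ileum 0 of 3 did (r from -0.11 to -0.02), which goes against that hint. A block for the bead chip was not run, tissue by source name was run only for the counts, the number of lists and the Paneth cell shift, and each tissue alone gives no difference between tissues. Hyperoxia ileum arrays had less signal over background and detected 19292 to 20839 probes against 19297 to 19929 on normoxia ones.

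With 10 splits of 6 arrays, the splits are too few for a share under 0.05. The counts of lists include those the study picked on these samples, which favours the real split. The real value and the highest other split were 2995 and 0 for ileum genes, 939 and 0 at 2-fold, 2297 and 18 for lung genes, 993 and 16 at 2-fold, 1.10 and 0.60 for the size of the Paneth cell shift and 17 and 15 for ileum lists, with 1 split as large in each, and 18 and 20 for lung lists, with 2 splits as large.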

Differences from the paper's values

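The other Lyz1 probes were chosen only after the values were seen. For Lyz1 in the ileum, the paper's text gives a 4.2-fold decrease and its Table S1 gives -4.10972, while the brightest probe here gave a 1.91-fold decrease (-1.91 as a signed fold). That probe lay above 99.9% of all probes, so its fold may be a lower limit, which was not settled here. As measured, the fall of Lyz1 was smaller than the paper's under every alternative set before the data were examined, from 1.63-fold with array weights to 2.73-fold with the mean of all tested probes. If the brightest probe gives only a lower limit, its fold does not contradict the paper's value. The third brightest probe of Lyz1, chosen after seeing the values, gave 4.06-fold, and the second brightest gave 2.62-fold.

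The paper counts Reg3g among the Paneth cell markers that fell, and here its 2.93-fold lower signal was not called (adjusted p = 0.245). Reg3g in ileum was called with each tissue fitted alone (adjusted p = 0.0195) and without normoxia lung replicate 3 (adjusted p = 0.0298), with a range over alternatives of 0.0195 to 0.840. Fig. 1D labels Defa20 among changed ileum genes, and here its log2 fold change was -0.04 (adjusted p = 0.865) on its brightest probe, near the top of the scale, while its least bright probe fell 4.53-fold. The mean of all tested probes calls Defa20 in ileum (-0.72, adjusted p = 0.00631, range 0.00631 to 0.959). The paper gives folds of IL6 and TNFA in the lung without naming the method that measured them. Its IL6 fold is larger than that of Il6 under any alternative here (log2 fold change 0.75 to 5.36), where normoxia arrays did not detect the gene. Tnf was detected too rarely in the lung to be tested. The paper names alveolar epithelial cells among the altered lung populations, and here 1 of 18 alveolar type 2 cell genes rose and 2 of 17 alveolar type 1 cell genes fell. Camera called neither list (adjusted p = 0.518 and 0.318). Fry called the type 1 list lower (adjusted p = 0.0378) but not the type 2 list (adjusted p = 0.384). For changes in either direction, fry called both (adjusted p = 7.83e-06 for type 2 and 8.29e-05 for type 1).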

Other observations

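In the ileum, several lists were not called while single genes in them changed. Of 12 goblet cell genes, 4 fell, 1 rose and 7 did not pass (median -0.24, adjusted p = 0.0963), and the goblet cells list in ileum was called without normoxia ileum replicate 3 (0.0427) or hyperoxia ileum replicate 3 (0.0474), with a range over alternatives of 0.0324 to 0.227. Of 20 absorptive enterocyte genes, 7 fell, 2 rose and 11 did not pass (median -0.07, adjusted p = 0.149), with the bile acid binding protein gene Fabp6 at -2.56 and the glucose transporter gene Slc2a2 at 2.39, and the absorptive enterocytes list in ileum was called without hyperoxia ileum replicate 3 (0.0269, range 0.0269 to 0.611). Of 12 intestinal stem cell genes, 2 fell and 10 did not pass (adjusted p = 0.808), and the 2 were Ascl2 and Axin2 (-0.54). Of 16 xenobiotic metabolism genes, 3 rose, 6 fell and 7 did not pass (adjusted p = 0.632), with Cyp2d26 at -2.24 and the transporter gene Abcc2 at 1.18. Of 25 NRF2 targets, 6 rose, 4 fell and 15 did not pass (adjusted p = 0.690), with the glutathione transferase gene Gsta3 at 1.87.

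Further ileum lists not called were neutrophils (0.690), macrophages and monocytes (0.731), proliferation (0.193), skeletal muscle (0.808), pancreatic acinar cells (0.201), ileum markers (0.0963), HIF targets (0.781), p53 targets (0.421), adipocytes (0.632), smooth muscle (0.0932) and erythroid cells (0.158), each with its adjusted p from camera. With the covariate the macrophages and monocytes list in ileum (adjusted p = 0.0332, range 0.0332 to 0.959), the proliferation list in ileum (0.00458, range 0.00458 to 0.400), the smooth muscle list in ileum (0.00401, range 0.00401 to 0.228) and the skeletal muscle list in ileum (0.0260, range 0.0260 to 0.980) were called, and with the stricter detection filter the pancreatic acinar cells list in ileum (0.0480, range 0.0480 to 0.566). The tissue check: ileum list in ileum was called in 2 of 23 alternatives, 1 of them without hyperoxia ileum replicate 3 (median -0.27).

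Lung lists not called were neutrophils (adjusted p = 0.206), MHC class II (0.0514), interferon response and MHC class I (0.0938), erythroid cells (0.414), lung markers (0.843), ribosomal proteins (0.843), airway club and ciliated cells (0.625), HIF targets (0.0621), alveolar macrophages (0.963), adipocytes (0.470) and skeletal muscle (0.414). The interferon response and MHC class I list in lung was called without normoxia lung replicate 1 (0.0355) or 3 (0.0204) or hyperoxia lung replicate 3 (0.00325), with a range of 0.00325 to 0.353. The HIF targets list in lung was called without normoxia lung replicate 1 (0.0277, range 0.0277 to 0.150), the neutrophils list in lung without normoxia lung replicate 1 (0.0355) or hyperoxia lung replicate 3 (0.0431, range 0.0355 to 0.654), and the skeletal muscle list in lung without hyperoxia lung replicate 1 (0.0454, range 0.0454 to 0.844). The MHC class II list in lung was called in 12 of 23 alternatives (0.0199 to 0.215).

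Lists not called in the difference between tissues were T cells (0.342), B cells and plasma cells (median 0.65), neutrophils (0.933), smooth muscle (0.134), erythroid cells (0.0831), adipocytes (0.911) and skeletal muscle (0.315). Of 10239 genes tested in both tissues, 101 rose in both where independence gives 125, 156 fell in both where it gives 140, 168 fell in the ileum and rose in the lung where it gives 138, and 116 rose in the ileum and fell in the lung where it gives 127. The log2 fold changes of the tissues correlated with r of -0.04 across genes, which are not independent replicates.

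Probes of Lyz1, Defa3 and Defa20 gave different changes in the ileum. Smaller measured changes on the brightest probes stay open: among lung genes, the brightest probe changed less than the next in 8 of 9 genes (88.9%) with that probe at a log2 of 13 or more and in 129 of 384 (33.6%) at 9 to 12 (Fisher exact p = 0.00120). Signal from related genes on some probes cannot be told apart for these 9 probes, because no probe sequences were used. A test would set probe sequences against the family members, with unequal matches predicted for the probes that changed least.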
